# Expression and chromatin structures of cellulolytic enzyme gene regulated by heterochromatin protein 1

**DOI:** 10.1186/s13068-016-0624-9

**Published:** 2016-10-03

**Authors:** Xiujun Zhang, Yinbo Qu, Yuqi Qin

**Keywords:** HP1, *Penicillium oxalicum*, CHART-PCR, Cellulolytic enzyme, Chromatin

## Abstract

**Background:**

Heterochromatin protein 1 (HP1, homologue HepA in *Penicillium oxalicum*) binding is associated with a highly compact chromatin state accompanied by gene silencing or repression. HP1 loss leads to the derepression of gene expression. We investigated HepA roles in regulating cellulolytic enzyme gene expression, as an increasingly number of studies have suggested that cellulolytic enzyme gene expression is not only regulated by transcription factors, but is also affected by the chromatin status.

**Results:**

Among the genes that exhibited significant differences between the *hepA* deletion strain (Δ*hepA*) and the wild type (WT), most (95.0 %) were upregulated in Δ*hepA* compared with WT. The expression of the key transcription factor for cellulolytic enzyme gene (e.g., repressor CreA and activator ClrB) increased significantly. However, the deletion of *hepA* led to downregulation of prominent extracellular cellulolytic enzyme genes. Among the top 10 extracellular glycoside hydrolases (Amy15A, Amy13A, Cel7A/CBHI, Cel61A, Chi18A, Cel3A/BGLI, Xyn10A, Cel7B/EGI, Cel5B/EGII, and Cel6A/CBHII), in which secretion amount is from the highest to the tenth in *P*. *oxalicum* secretome, eight genes, including two amylase genes (*amy15A* and *amy13A*), all five cellulase genes (*cel7A*/*cbh1*, *cel6A*/*cbh2*, *cel7B*/*eg1*, *cel5B*/*eg2*, and *cel3A*/*bgl1*), and the cellulose-active LPMO gene (*cel61A*) expression were downregulated. Results of chromatin accessibility real-time PCR (CHART-PCR) showed that the chromatin of all three tested upstream regions opened specifically because of the deletion of *hepA* in the case of two prominent cellulase genes *cel7A/cbh1* and *cel7B/eg1*. However, the open chromatin status did not occur along with the activation of cellulolytic enzyme gene expression. The overexpression of *hepA* upregulated the cellulolytic enzyme gene expression without chromatin modification. The overexpression of *hepA* remarkably activated the cellulolytic enzyme synthesis, not only in WT (~150 % filter paper activity (FPA) increase), but also in the industry strain RE-10 (~20–30 % FPA increase).

**Conclusions:**

HepA is required for chromatin condensation of prominent cellulase genes. However, the opening of chromatin mediated by the deletion of *hepA* was not positively correlated with cellulolytic enzyme gene activation. HepA is actually a positive regulator for cellulolytic enzyme gene expression and could be a promising target for genetic modification to improve cellulolytic enzyme synthesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-016-0624-9) contains supplementary material, which is available to authorized users.

## Background

Lignocellulolytic enzymes are industrially important enzymes, particularly in the textile or paper industry. In the production of cellulosic ethanol, lignocellulolytic enzymes are applied to break down lignocellulosic material to release d-glucose, which can subsequently be used in the sugar-to-ethanol fermentation by yeast. The costs of the necessary enzymes during this process have a huge influence on the price and competitiveness of the end-product [1]. Some filamentous fungi, such as *Trichoderma reesei* [2], *Aspergillus niger* [3], *Neurospora crassa* [4], and *Penicillium oxalicum* [5], can secrete a complex arsenal of enzymes that synergistically deconstructs lignocellulosic material. Research on the regulation of cellulolytic enzyme gene expression may be very useful in increasing the production of these enzymes in their native hosts.

Cellulolytic enzyme production is tightly controlled at the transcriptional level in fungi. Several transcriptional activators (i.e., orthologous XlnR/Xyr1 and ClrB/Clr2) [6, 7] and repressors (i.e., orthologous CreA/Cre1) [8] participate in the process. Transcription factors are currently thought to induce the reorganization of local chromatin in eukaryotes; activators recruit nucleosome modifiers that help transcriptional machinery bind at the promoter or initiate transcription [9]. Two types of nucleosome modifiers exist, those that remodel the nucleosomes, such as ATP-dependent activity of SWI/SNF [10], and those that add chemical groups to the tails of histone, such as histone methyltransferases or histone acetyltransferases [11]. This modification can “loosen” the chromatin structure, rendering it accessible and capable of binding the transcriptional machinery [12]. For example, the helicase gene *snf2*, which is a component of yeast Swi/Snf multisubunit chromatin remodeling complex, was found to be upregulated significantly in *T. reesei* Δ*cre1* mutant and thought to be involved in the cellulase gene repression by Cre1 at a high growth rate [13]. Another chromatin-associated protein (*T. reesei* ID 107641), which has a bromodomain, a module found in many chromatin-associated proteins and which plays a key role in chromatin remodeling, was reported to bear the highest expression in *T. reesei* Δ*cre1* when the strain was cultivated in cellulose and is thought to result in an alteration of chromatin structure that consequently change the expression of genes related to lignocelluloses degradation [14]. Histone acetyltransferase Gcn5 has also been proven to be required in the induction expression of cellulase genes in *T. reesei*, with acetylation of K9 and K14 of histone H3 in the cellulase gene promoter dramatically affected in the absence of Gcn5 [15]. The lysines of histones H3 are usually acetylated in transcriptionally active chromatin, and usually hypoacetylated in transcriptionally repressed or silent chromatin [16]. The lack of acetylation enables the mono-, di-, or tri-methylation of H3K9 (H3K9me) by histone methyltransferase, such as Clr4 [17]. This histone modification could be recognized by the heterochromatin protein 1 (HP1) [18].

HP1, a small non-histone chromosomal protein, was first identified in *Drosophila melanogaster* as a dominant suppressor of position-effect variegation (PEV) on heterochromatin gene silencing [19]. HP1 protein binding is always associated with highly compact chromatin state accompanied by gene silencing or repression, whereas its loss leads to the derepression of gene expression. The best-studied fungal HP1 homologues in fungi were the *Schizosaccharomyces pombe* SWI6 (reviewed in [20]), *N*. *crassa* Hpo [21], and *Aspergillus nidulans* HepA [22]. *N*. *crassa* Hpo specifically binds H3K9me3, recruits DNA methyltransferase DIM-2, and forms distinct DNA methylation complexes involved in gene repression or gene silencing [21]. *S*. *pombe* SWI6 interacts with and recruits H3K9 methyltransferase Clr4, and plays a role in the establishment and maintenance of heterochromatin [18]. The heterochromatinization mediated by HepA/Clr4 was counteracted by LaeA (ortholog of Lae1) in *A. nidulans* [22]. LaeA is a putative methyltransferase considered to be a positive regulator for glycoside hydrolase gene expression because its overexpression improves cellulase gene transcription, whereas a complete loss of expression of all seven cellulases and auxiliary factors for cellulose degradation was observed in the *T. reesei lae1* deletion strain [23]. The deletion of *hepA* upregulated *laeA* expression; whereas LaeA prevented HepA binding and the formation of repressive chromatin [22], suggesting that HepA might be involved in cellulolytic enzyme gene expression. Thiago also found that HP1 **gene** expression was downregulated significantly when *T. reesei* QM6a was cultivated in a sophorose medium, which is an induction medium for cellulolytic enzyme gene expression, compared with that in glucose repression medium [24]. Therefore, a possible speculation could be that HepA might be a negative regulator for cellulolytic enzyme gene expression.

To determine whether HepA participates in gene expression, especially in cellulolytic enzyme gene expression in filamentous fungi, the *hepA* gene was deleted and overexpressed in *P. oxalicum*, which is a strain used in industrial-scale glycoside hydrolase production [25, 26]. As no report has been made on the positive roles of HP1 in filamentous fungi, it is rather surprising that the deletion of *hepA* indicated the repression of cellulolytic enzyme gene, whereas the overexpression of *hepA* exhibited obvious activation of cellulolytic enzyme synthesis not only in a wild-type (WT) strain, but also in an industry strain. The unexpected results showed that HepA is actually a positive regulator for cellulolytic enzyme gene expression. We found that HepA is required for chromatin condensation using chromatin accessibility real-time PCR (CHART-PCR). However, the opening of chromatin in the absence of HepA did not occur with the activation of gene expression, suggesting that chromatin condensation or decondensation in the core promoter region alone does not repress or activate gene expression.

## Results

### Identification of *P. oxalicum* HepA

Similar to *S*. *pombe* and *N*. *crassa*, *P*. *oxalicum* contains only one HP1 homologue, HepA. *P*. *oxalicum* HepA contains 241 amino acids of two conserved domains according to the Pfam analysis [27]. One is a 54-amino-acid N-terminal chromatin organization modifier domain (CHD), and the other is a 58-amino-acid C-terminal chromo shadow domain (CSD). These domains are joined by a flexible hinge (Fig. 1a). The CHD is involved in the interaction with H3K9-methylated nucleosomes required for chromatin binding, whereas CSD mainly mediates interaction with other heterochromatin proteins [28]. HP1 is phylogenetically conserved and found in almost all eukaryotes, with the exception of budding yeast. *P*. *oxalicum* HepA exhibits a limited overall identity (28 %) to *S*. *pombe* SWI6, an identity (35 %) to *N*. *crassa* Hpo, and a higher identity (43 % identity) to *A. nidulans* HepA. The phylogenetic trees indicate the evolution of HepA (Fig. 1b).

**Fig. 1:**
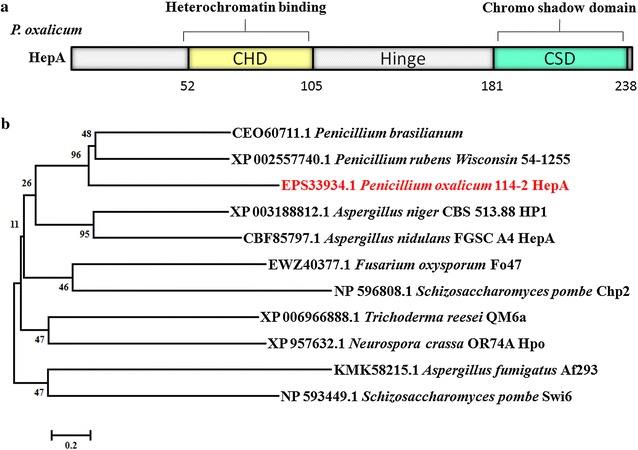
Schematic reprsentation and phylogenetic analysis of *P. oxalicum* HepA protein. **a** Schematic representation of HepA. HepA protein consists of chromodomain (CHD) at the N-terminus and chromoshadow domain (CSD) at the C-terminus separated by the hinge region. The different functional roles of the different domains are indicated. **b** Phylogenetic analysis of HepA/HP1. The tree was constructed using neighbor joining in MEGA 5.0 with 500 bootstrap replicates (coefficients are indicated below the respective nodes). Gaps in the alignment were not considered

### Diminished cellulolytic halo was observed around the Δ*hepA* colony

The Δ*hepA* colony appeared greenish-brown compared with the dark-green WT and complemented strains when the strains were grown on potato dextrose agar (PDA) (Fig. 2a). The levels of conidiation in the Δ*hepA* mutant were significantly reduced (~23.3 % of WT) after five days of cultivation on PDA (Fig. 2b). Either expressions of *P. oxalicum hepA* (R*PohepA*) or *A. nidulans hepA* (R*AnhepA*) could recomplement the defect in Δ*hepA* (Fig. 2), indicating that the biological roles of *A. nidulans* HepA and *P. oxalicum* HaeA were well-conserved. The radial growth and conidiation of Δ*hepA* were identical to that of the WT when the strains were grown on VMM + glucose agar, which is in contrast with the *S*. *pombe* and *N*. *crassa* studied so far, in which HP1 deletion was shown to affect viability strongly. The mutations in *N*. *crassa* Hpo showed pronounced defects in asexual spore and aerial hyphae formation [29]. No cellulolytic halo was observed around the Δ*hepA* colony when the strains were grown on VMM + cellulose agar, whereas a clear cellulolytic halo was found around the WT colony, suggesting that the deletion of *hepA* suppressed cellulolytic enzyme formation.

**Fig. 2:**
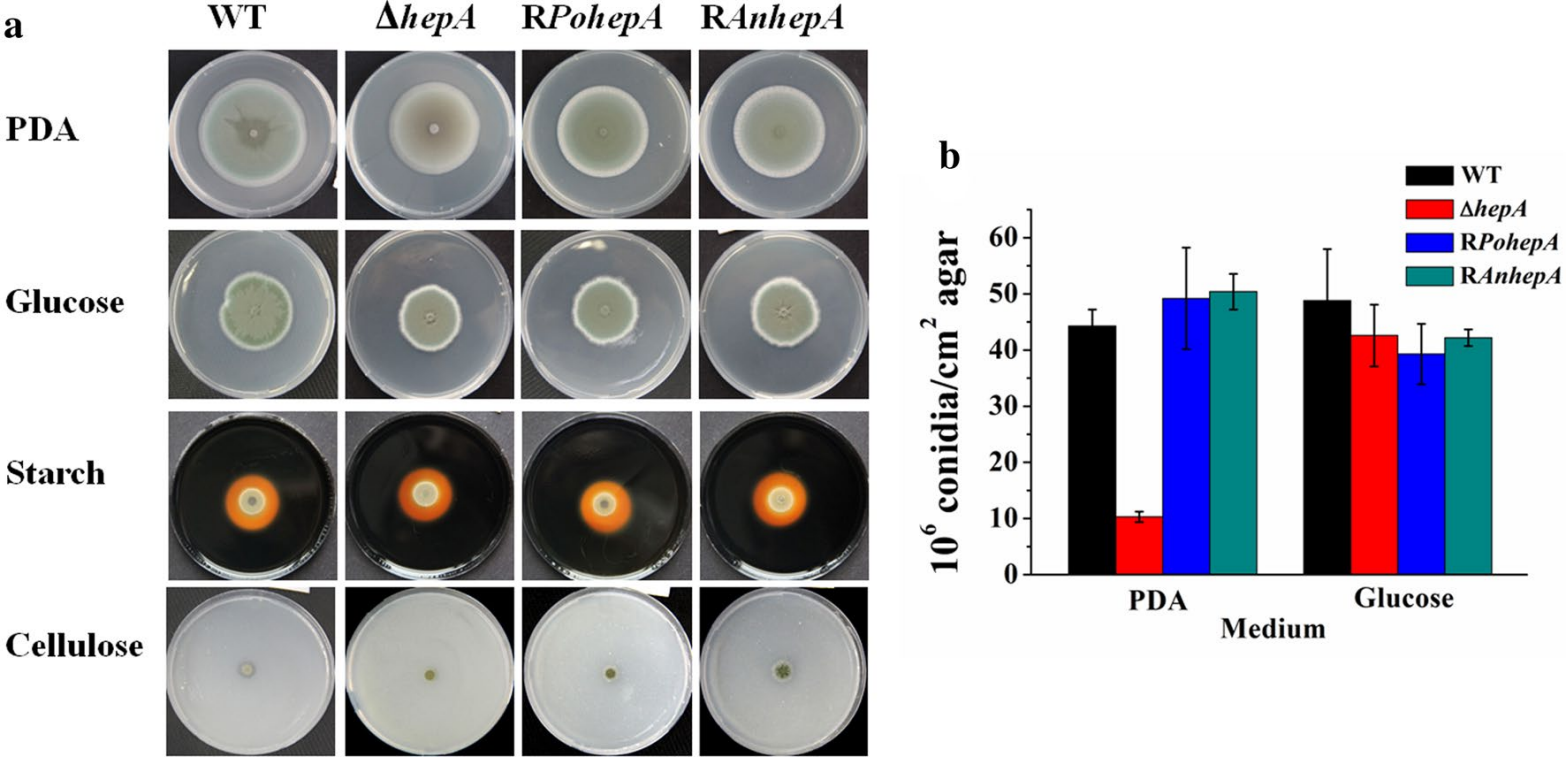
Colony morphology and conidiation of WT, Δ*hepA*, and recomplement strains. **a** Colony morphology of 5-day-old cultures for WT, Δ*hepA*, and the recomplement strains on PDA or VMM with 2 % glucose, 2 % starch, and 2 % cellulose at 30 °C. The 1 μL conidia solutions of WT, Δ*hepA*, R*pohepA*, and R*AnhepA* were dropped onto the agar at a density of 10^6^ conidia mL^−1^. **b** Levels of conidiation on PDA or Vogel’s salt agar with 2 % glucose. Plates were incubated at 30 °C for 4 days, and 5-mm diameter colony agar plugs in triplicate were sampled for each strain. The number of conidia was determined using a hemocytometer

### Transcriptome data showed that deletion of *hepA* led to downregulation of prominent extracellular cellulolytic enzyme genes

The unexpected observation of diminished cellulolytic halo around the Δ*hepA* colony led us to exploit the role of HepA in regulating cellulolytic enzyme gene expression. WT and Δ*hepA* were cultivated in cellulose and wheat bran medium, which is an optimum medium for cellulolytic enzyme formation, to obtain a global view of the effect of *hepA* deletion on gene expression, especially the cellulolytic enzyme gene expression. 

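The 2 cultures compared, *P. oxalicum* wild type and ΔhepA, grew for 48 h at 30 °C on 1% cellulose and 1% wheat bran, and each is represented by 1 library. The deleted gene hepA (PDE_08896), which encodes the heterochromatin protein 1 homologue, was identified as the chromobox protein with the 241 codons of HepA. It had 23 reads in WT and 0 in ΔhepA, at least 13.3-fold lower against a floor of 3 reads. PDE_06605, a gene of unknown function with a coding length of 381 bases, took 41.1% of the WT reads (exact 95% interval 41.0 to 41.1) and 20.3% of the ΔhepA reads (20.3 to 20.3). The nearby PDE_06607, also without a known function, was lower in ΔhepA at a log2 fold of −1.95.
All values rest on reads assigned to a single gene, fewer than the reads sequenced: outside PDE_06605 there were 1333506 in WT and 3125073 in ΔhepA, with a median of 36.0 and 100 per gene. The paper describes Vogel's medium and a 22 h preculture, while the sample labels name modified Czapek medium and 20 h. Folds are log2 of RPKM + 1 in ΔhepA over WT, with the exact 95% interval of the read ratio beside them, which covers counting error only. There are no replicates, so no spread between cultures can be given. Genes are said to have risen or fallen where they passed a read test: an exact binomial test of the reads at a false discovery rate of 0.001 over all genes, with a fold of at least 2. That test compares the libraries, not the conditions. The median log2 fold of genes with RPKM of at least 1 in both libraries was 0.52, and folds called relative to this overall shift have it subtracted. A recount with PDE_06605 left out of both totals, which lowers read ratios by 0.44 in log2 and the folds of genes with few reads by less, was chosen after its read share was seen.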

The mRNAs from WT and Δ*hepA* at cultivation time of 48 h were subjected to high-throughput Illumina sequencing (Realbio, Shanghai, China) to obtain the transcriptome of WT and Δ*hepA*. More than 10 million reads were obtained for each sample. The copy number of unambiguous reads (tags mapped to one single gene) for each gene was normalized to reads per kilobases per million reads (RPKM) clean reads. 

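Read numbers differed widely between genes. The glucoamylase gene amy15A, whose product releases glucose from starch, had 14003 reads in WT and 8420 in ΔhepA. The cellobiohydrolase gene cel7A, for the enzyme that cleaves cellobiose from chain ends, had 9150 and 6536, while the polygalacturonase gene PDE_03218 had 11 and 199. Among transcription factor genes, creA, the carbon catabolite repressor, had 504 and 1642, and clrB, an activator of cellulase genes, had 451 and 710. A random draw of 50% of the WT reads would be expected to find 8705 genes, 96.6% of those found with all reads, and 10% of the reads 7515 genes (83.4%). In ΔhepA the same draws would find 9136 (97.6%) and 8371 genes (89.4%).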

Saturation analysis indicated that the capacity of the two libraries approached saturation (Additional file 1: Fig. S1). A genome-wide transcriptome analysis revealed the extensive expression of the entire *P. oxalicum* genome. 

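The range of expression ran from a few very abundant transcripts to genes with no reads. After PDE_06605, the highest named genes in WT included the chitinase gene chi18A at 4272 RPKM, translation elongation factor 1-alpha (PDE_02596) at 2665, and PDE_07344 at 2125, which encodes an aspergillopepsin, a secreted acid protease. PDE_04010, an uncharacterized gene of secondary metabolite cluster 15, had no reads in either library. Of the 9859 genes in the deposited table, 91.4% had at least 1 read in WT and 94.9% in ΔhepA. RPKM reached 1 for 8601 and 8900 genes. Drawing the ΔhepA reads down to the WT total would leave 9187 genes, and down to the WT reads outside PDE_06605, 9078.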

Among the 10,021 protein-coding genes predicted in the genome database, 9016 (90.0 %) and 9361 (93.4 %) genes were expressed in WT and Δ*hepA*, respectively. The genes of significantly differential expression levels were identified through a significance test with combined thresholds (FDR ≤ 0.001 and fold change ≥2) [30]. Blast2GO was used for the function enrichment analysis of gene sets with a threshold of FDR ≤ 0.05 [31].

Transcriptome data showed that the expression levels of 1654 genes exhibited significant differences (twofold or greater, FDR < 0.001) between the Δ*hepA* and WT. 

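The largest rises of described genes in ΔhepA included genes for nutrient uptake and for wall and polymer breakdown. The 12 largest were ranked among described genes with RPKM of at least 10 in either library. Of these, oligopeptide transporter PDE_06899 rose at a log2 fold of 4.15 (3.74 to 5.61) and amino acid transporters PDE_00845 and PDE_09673 at 3.57 and 3.43. Chitinase gene PDE_01779 rose at 3.50, exo-β-1,3-glucanase gene PDE_08250 at 3.32, xylanase gene PDE_02418 at 3.32 and polygalacturonase gene PDE_03218, for an enzyme that cuts pectin, at 3.11. PDE_05603, named for a p38-type stress kinase, had 2 reads in WT and 153 in ΔhepA (log2 4.31, 3.59 to 8.52). PDE_07894, with a peptidoglycan-binding domain, went from 0 to 62 reads, at least 11.9-fold higher. The rises also took in PDE_04277 (norsolorinic acid ketoreductase, 3.47) and PDE_03182 (salicylate synthetase, 3.43), both named for secondary metabolism, and the amino acid synthesis gene PDE_03805 (branched-chain aminotransferase, 3.36). Counting all genes, 2441 differed at least 2-fold in RPKM as deposited, and the read test called 1637.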

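Of the genes at least 2-fold apart, 2262 were higher and 179 lower in ΔhepA with RPKM as deposited (92.7% higher), against 893 and 548 relative to the overall shift (62.0%). The read test called 1556 genes risen and 81 fallen. With PDE_06605 out of the totals, it kept 619 risen and called 199 fallen, 75.7% risen (72.6 to 78.6). Genes for histones, the proteins that package DNA, depended on the scaling: 5 of 8 rose, and 1 when PDE_06605 was left out. The histone H4 gene PDE_00232 rose at 1.47 (0.96 relative to the shift) and the histone H3 gene PDE_00233 at 1.09 (0.57). The actin gene PDE_01092, a structural gene often used as a reference, was 0.53 as deposited and 0.01 relative to the shift. Proteasome genes, for the complex that degrades tagged proteins, had a median of 0.56 with none of 41 called.

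**Figure D1:**
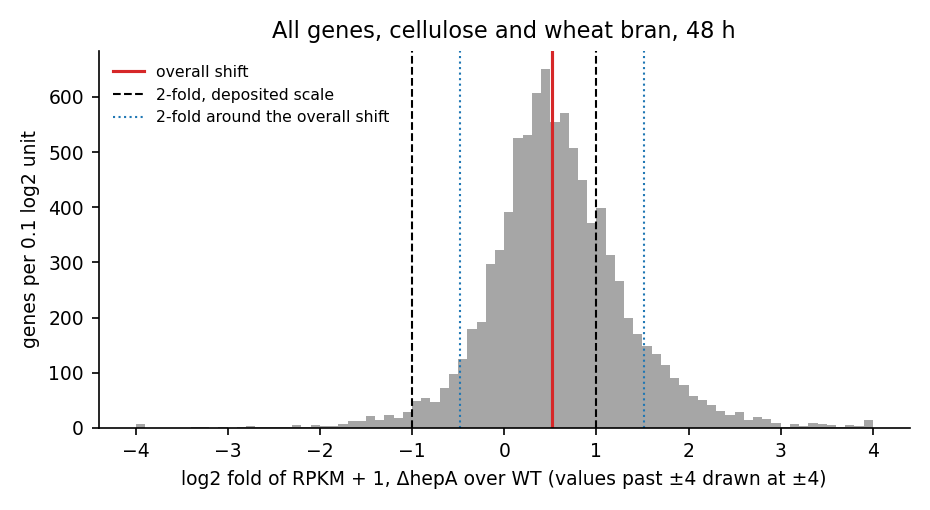
Log2 folds (ΔhepA over WT, RPKM + 1) of all genes on cellulose and wheat bran, as deposited, with the overall shift marked.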

In the regulon, 1571 genes (95.0 %) were upregulated in Δ*hepA* compared with the WT. As expected, the vast majority of genes expression was upregulated in Δ*hepA* because HepA othologs (HP1 and Swi6) are always associated with gene repression or silencing. 

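Most genes that rose were already expressed in WT: of the 1556, 1084 (69.7%) had RPKM of at least 10 there, and their median was 17.9. The genes that fell had a WT median of 69.4, and all genes one of 13.4. The test itself favours a higher WT level among falls, since a fall can be called only where WT has enough reads. Of 1258 genes silent or nearly so in WT, below RPKM 1, 325 were at least 2-fold higher in ΔhepA and 68 reached RPKM 5. The read test, which has little power at so few reads, called 34 of them risen, 2.19% of its rises, and 12 of the 843 genes without WT reads. Genes for histone modification and chromatin remodelling, which alter histone marks or move nucleosomes, had a median of 0.31 as deposited and −0.21 relative to the overall shift, with none of 23 risen or fallen. Of 6 genes named for cytochrome P450, enzymes common in secondary metabolism, 1 rose, PDE_01689 (1.16), and none in the recount without PDE_06605, and their median was 0.01 as deposited and −0.50 relative to the shift.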

HP1 targeting results in a quantifiable degree of chromatin condensation and repressed genes, whereas the loss of HP1 disrupts repression completely [32]. 

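Genes for taking up amino acids, for RNA helicases and for ribosome parts make up most of the paper's supplementary list of raised genes. Amino acid transporter PDE_09143 rose at 2.89, the helicase genes PDE_06233 (DBP3) and PDE_03848 (DBP2), whose products unwind RNA during ribosome assembly, at 2.39 and 2.08, and tRNA methyltransferase gene PDE_01448 at 1.83. In amino acid synthesis, ketol-acid reductoisomerase gene PDE_02091 rose at 2.33 and aspartate kinase gene PDE_02311 at 2.00. All 182 listed genes rose in the read test, which is no independent evidence because the paper chose them from these libraries. Relative to the overall shift, 62 were at least 2-fold higher, and 60 stayed risen with PDE_06605 out of the totals. Group medians as deposited, and relative to the shift, were 1.57 and 1.05 for the 16 amino acid transporters, 1.54 and 1.02 for the 22 helicases, and 1.45 and 0.94 for the 44 oxidoreductases acting on CH-OH groups. They were 1.54 and 1.02 for the 9 RNA methyltransferases, 1.33 and 0.81 for the 5 amino acid binding genes, 1.25 and 0.73 for the 7 rRNA binding genes, and 1.24 and 0.73 for the 86 structural constituents of the ribosome. With PDE_06605 left out, 10 of the transporters and 12 of the helicases stayed risen, and 16 of the structural constituents.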

GO enrichment analysis revealed that the upregulated genes in Δ*hepA* were involved mainly in amino acid binding, amino acid transmembrane transporter activity, ATP-dependent helicase activity, oxidoreductase activity acting on CH–OH group of donors, RNA methyltransferase activity, rRNA binding, and structural constituent of ribosome compared with that in WT (Fig. 3a, red bars). The GO terms which included most abundant genes in cellular component, biological process, and molecular function are translation, oxidation–reduction process, and oxidoreductase activity, respectively. For example, 118 ribosomal protein genes and 44 rRNA processing genes were enriched (Fig. 3; Additional file 2: Table S1), suggesting possible upregulation of protein synthesis in Δ*hepA*. 

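Ribosome assembly genes had the highest median among the lists of the translation machinery. Of 64 genes for ribosome biogenesis, the building of ribosomes in the nucleolus, 59 rose, with a median log2 fold of 1.53 (interval 1.35 to 1.73). The nucleolar genes PDE_04970 (NOP56) and PDE_05114 (NOP58), whose products guide rRNA modification, rose at 1.88 and 1.82. Cytosolic ribosomal protein genes rose less, 63 of 80 with a median of 1.20 (1.10 to 1.24), and 27 of 43 mitochondrial ones rose with a median of 1.16. Translation factors, which drive initiation and elongation, had a median of 0.60 with 12 of 58 risen, and aminoacyl-tRNA synthetases, which charge tRNAs, 0.52 with 6 of 39. None of these genes fell. Elongation factor 3 (PDE_09257) rose at 1.17, while elongation factor 2 (PDE_08649) was 0.02 as deposited and −0.50 relative to the overall shift. With PDE_06605 out of the totals, 39 of the biogenesis genes stayed risen, 7 and 6 of the cytosolic and mitochondrial ribosomal protein genes, 4 of the translation factors and 1 of the synthetases. Among 10000 random lists matched on expression, the medians of biogenesis and of both groups of ribosomal proteins stood at percentile 100, that of translation factors at 55.1 and that of the synthetases at 59.3.

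**Figure D2:**
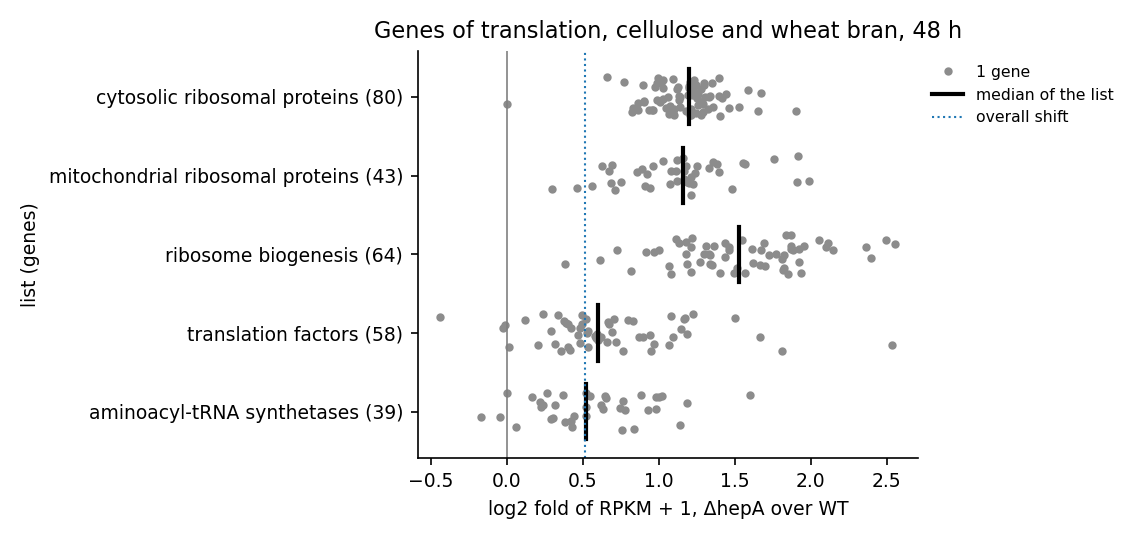
Log2 folds (ΔhepA over WT, cellulose and wheat bran) of genes in the lists of the translation machinery.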

The upregulated genes (GO category: molecular function) and their predicted functions are listed in the Additional file 2: Table S1.

**Fig. 3:**
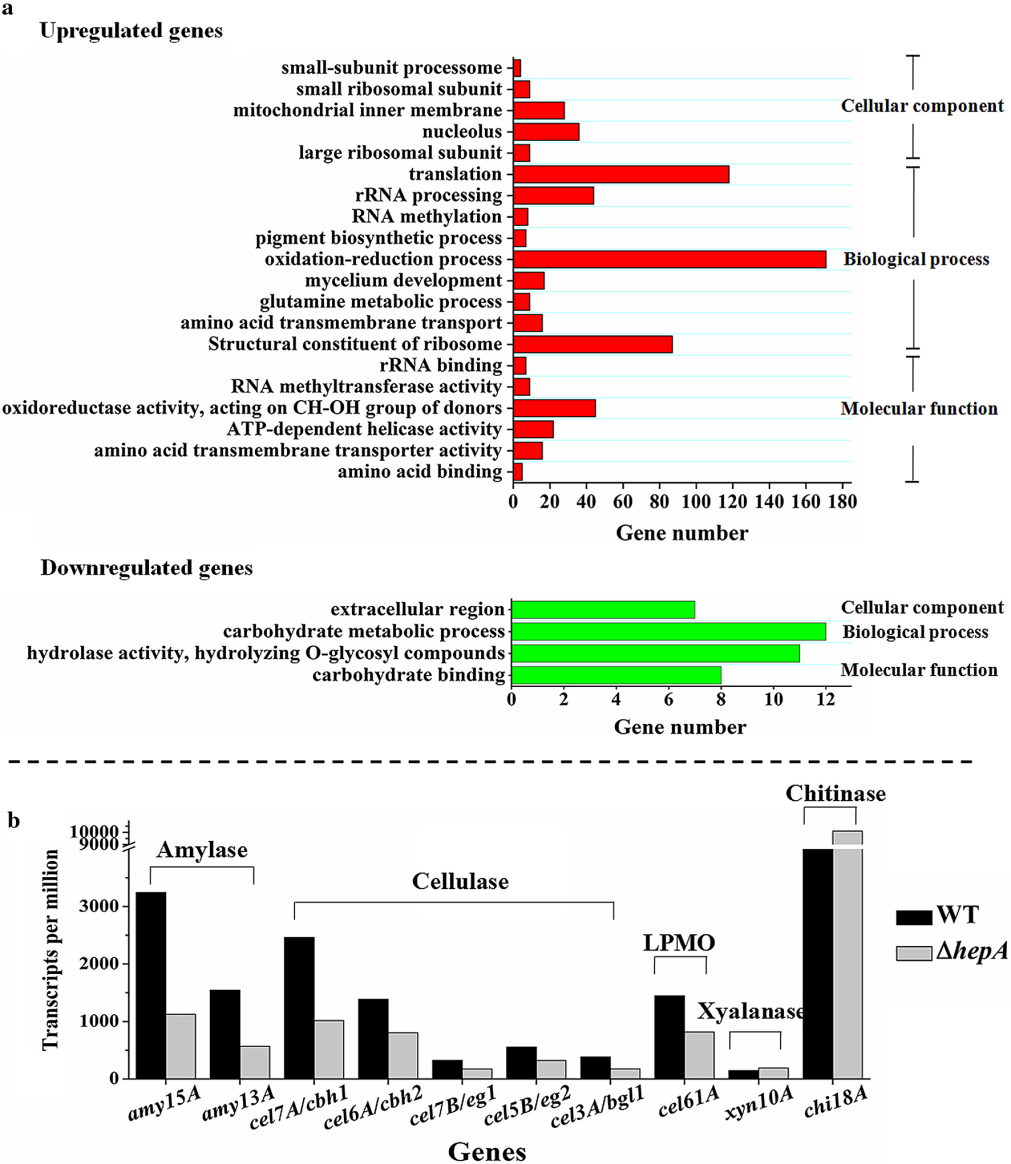
Genome-wide transcriptome analysis for WT and Δ*hepA*. WT and Δ*hepA* were cultivated in cellulose and wheat bran medium, which are optimum media for cellulolytic enzyme formation. mRNA from WT and Δ*hepA* at cultivation time of 48 h was collected and subjected to high-throughput Illumina sequencing. **a** Function enrichment analysis of upregulated or downregulated (≥twofold, FDR < 0.001) gene sets in Δ*hepA* compared with WT by Blast2GO with the threshold at FDR ≤ 0.05. *Red bars* function enrichment analysis of upregulated gene sets; *green bars* function enrichment analysis of downregulated gene sets. **b** Expression levels of the top 10 extracellular glycoside hydrolase genes. The copy number of unambiguous transcripts for each gene was normalized to RPKM (reads per kilobases per million reads)

In contrast to most genes in the regulon that showed upregulation, 83 genes (5.0 %) were downregulated in Δ*hepA*. 

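Single genes for secreted enzymes of several kinds stand among those that fell. The lipase gene PDE_06813 fell at −2.23 (−2.52 to −1.99) and the aspergillopepsin gene PDE_07344 at −2.12 (−2.19 to −2.05). The β-glucuronidase gene PDE_01949 fell at −1.85, acetylesterase gene PDE_05342 at −1.57 and arabinofuranosidase gene PDE_07585, which trims side chains of hemicellulose, at −1.36. Outside polymer breakdown, cyanide hydratase gene PDE_05310 fell at −1.44 and PDE_06062, for methylisocitrate lyase of propionate use, at −1.30. By function, 2 of 32 cellulase and β-glucan genes fell and 3 rose, with a median of 0.12 as deposited and −0.40 relative to the overall shift. With PDE_06605 out of the totals 10 of them fell and none rose. Amylase genes had 3 of 13 fallen and none risen, at a median of −0.08 as deposited and −0.59 relative to the shift, and 4 fell with PDE_06605 left out. Of 54 hemicellulase genes, 9 rose and 2 fell, and 2 rose and 5 fell with PDE_06605 left out, at a median of 0.42 as deposited and −0.10 relative to the shift. Of 21 pectinase genes 4 rose and none fell, and 1 stayed risen in that recount. Of 61 protease genes 7 rose and 2 fell, and 3 rose and 3 fell in the recount, at a median of 0.30 as deposited and −0.21 relative to the shift.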

Interestingly, GO enrichment analysis revealed that downregulated genes in Δ*hepA* were involved mainly in carbohydrate binding and hydrolase activity (Fig. 3a, green bars). The downregulated genes (GO category: molecular function) and their predicted functions are listed in Table 1. 

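Genes acting on polysaccharides and glycans make up the paper's table of lowered genes. The swollenin gene PDE_02102, whose product loosens cellulose fibres, fell at −1.21 (−1.31 to −1.12). PDE_04393, for an amidohydrolase, fell at −1.75, the endo-1,6-β-glucanase gene PDE_02004 at −1.70, and the glycoside hydrolase family 43 gene PDE_09279, for trimming hemicellulose, at −1.19. Falls were smaller for PDE_01302, named for an acetyl xylan esterase (−1.10), the α-mannosidase gene PDE_01959 (−1.02) and the α-glucosidase gene PDE_02648 (−0.96). All 11 listed genes fell in the read test, and 10 were at least 2-fold lower on the log2 scale used here. Because the paper chose them from these libraries, that count is no independent evidence. Their median was −1.21 (interval −1.70 to −1.02), and −1.73 relative to the overall shift. All 11 also fell with PDE_06605 out of the totals.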

When *P. oxalicum* was cultivated on cellulose and wheat bran-containing media, the secretome data revealed that the top 10 extracellular glycoside hydrolases were glucoamylase Amy15A (PDE_09417, Genbank No. EPS34453.1), α-amylase Amy13A (PDE_01201, Genbank No. EPS26265.1), cellobiohydrolyase Cel7A/CBHI (PDE_07945, Genbank No. EPS32984.1), lytic polysaccharide monooxygenases (LPMO) Cel61A (PDE_05633, Genbank No. EPS30681.1), chitinase Chi18A (PDE_08122, Genbank No. EPS33160.1), β-glucosidase Cel3A/BGLI (PDE_02736, Genbank No. EPS27792.1), xylanase Xyn10A (PDE_08094, Genbank No. EPS33132.1), endoglucanase Cel7B/EGI (PDE_07929, Genbank No. EPS32968.1), endoglucanase Cel5B/EGII (PDE_09226, Genbank No. EPS34262.1), and cellobiohydrolyase Cel6A/CBHII (PDE_07124, Genbank No. EPS32164.1). Their products accounted for 28.9, 11.0, 9.6, 5.6, 4.9, 3.4, 3.3, 2.5, 1.9, and 1.5 % of the total extracellular protein of *P. oxalicum*, respectively [33]. Among the top 10 proteins (Amy15A, Amy13A, Cel7A/CBHI, Cel61A, Chi18A, Cel3A/BGLI, Xyn10A, Cel7B/EGI, Cel5B/EGII, and Cel6A/CBHII) in which secretion amount is from the highest to the tenth in *P*. *oxalicum* secretome, the top 3 extracellular glycoside hydrolases encoding genes (*amy15A*, *amy13A*, and *cel7A*/*cbh1*) and another β-glucosidase encoding gene (*cel3A*/*bgl1*), were found in Table 1 (the yellow background). Indeed, the transcriptome data showed that among the top 10 extracellular glycoside hydrolases, eight genes included two amylase genes (*amy15A* and *amy13A*), all five cellulase genes (*cel7A*/*cbh1*, *cel6A*/*cbh2*, *cel7B*/*eg1*, *cel5B*/*eg2*, and *cel3A*/*bgl1*), and a cellulose-active LPMO gene (*cel61A*) expression were downregulated (Fig. 3b) in Δ*hepA*, suggesting that the deletion of *hepA* led to the downregulation of prominent extracellular cellulolytic enzyme genes. 

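The 2 amylase genes carried the largest falls among the 10 secreted hydrolase genes: amy15A at −1.53 (−1.57 to −1.49) and amy13A, for an α-amylase that cuts starch internally, at −1.44 (−1.50 to −1.39). The main cellobiohydrolase gene cel7A fell at −1.28 (−1.32 to −1.23) and the β-glucosidase gene cel3A, whose product splits cellobiose to glucose, at −1.12 (−1.22 to −1.03). The other cellulose-degrading genes were lower without passing the read test: endoglucanases cel7B at −0.89 (−1.02 to −0.77) and cel5B at −0.79 (−0.89 to −0.69), cellobiohydrolase cel6A at −0.79 (−0.85 to −0.73), and the oxidative enzyme gene cel61A at −0.82 (−0.91 to −0.74). All 4 fell with PDE_06605 out of the totals. The chitinase gene chi18A rose at 1.24 (1.21 to 1.27), but not in that recount, where none of the 10 genes rose. The xylanase gene xyn10A was higher as deposited, 0.38 (0.21 to 0.55), and lower relative to the overall shift, −0.14. The list median was −0.86 (interval −1.44 to 0.38), at percentile 0.00 of 10000 matched random lists.
Regulators of these genes did not pass the read test: the activator gene clrB was −0.14 as deposited and −0.65 relative to the overall shift, and the repressor gene creA 0.91 and 0.39. The intracellular β-glucosidase gene bgl2, whose product removes an inducer, did not pass it either, at −0.33 and −0.85. The xylanase activator gene xlnR was 0.29 as deposited and −0.22 relative to the shift. By quantitative PCR normalised to actin, the paper reports creA, clrB and bgl2 all raised in ΔhepA, with folds from an earlier time. The paper reasons from a smaller hydrolysis halo of the deletion colony to the transcripts of the most abundant secreted hydrolases. From the lower level of 8 of the 10, it proposes that loss of hepA lowers expression of the main cellulolytic enzyme genes.

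**Figure D3:**
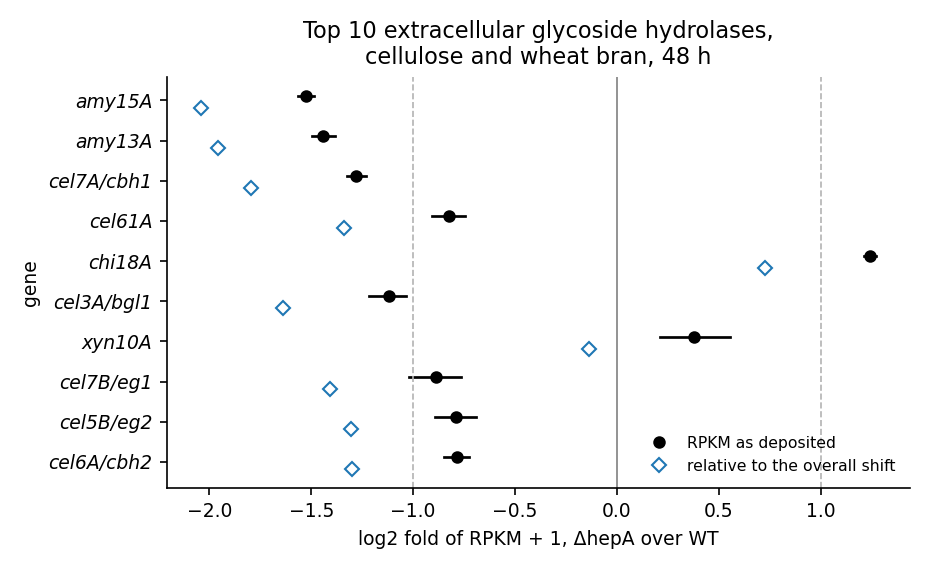
Log2 folds (ΔhepA over WT) of the 10 secreted hydrolase genes on cellulose and wheat bran, as deposited and relative to the overall shift; xyn10A is above 0 as deposited and below 0 relative to it.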

A total of 28 non-redundant secondary metabolic gene clusters, including 36 backbone enzymes, were predicted by SMURF in *P. oxalicum* [5]. In addition to downregulated extracellular cellulolytic enzyme genes, gene expression in one of secondary metabolic gene clusters (cluster 15, from PDE_04008 to PDE_04029) was observed downregulated remarkably (Additional file 3: Fig. S2), while the other clusters were not regulated in Δ*hepA*. However, the function or biosynthesis product of clusters 15 was not determined yet.

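Cluster 15 lost most of its expression in ΔhepA. PDE_04016, for a cytochrome P450-type hydroxylase, fell at −5.20 (−6.28 to −4.91), from 165 to 3.51 RPKM, and the putative toxin efflux gene PDE_04008 at −4.30. The hybrid polyketide and peptide synthase gene PDE_04017, which would build the core of the product, fell at −2.77, and the aminotransferase gene PDE_04024 at −3.96. PDE_04029 and PDE_04028 at the far end fell at −4.31 and −4.09, so the fall reached both borders. Inside the cluster, the transcription factor gene PDE_04012 (−0.44), the helicase gene PDE_04014 (0.01, and −0.50 relative to the overall shift) and the dehydrogenase gene PDE_04020 (−0.77) did not pass the read test, and uncharacterized PDE_04021 was 0.50 as deposited and −0.01 relative to the shift. In all, 14 of the 20 measured genes fell and none rose, with a median of −2.53 (interval −3.38 to −0.77). PDE_04013 and PDE_04018 have no values. Of 7 core genes named for polyketide or peptide synthesis, 2 fell, PDE_04017 among them, and PDE_09491, for a naphtho-γ-pyrone pigment, rose at 1.55. The borders of the other clusters are not given in the sources used here, so they were not tested as groups.

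**Figure D4:**
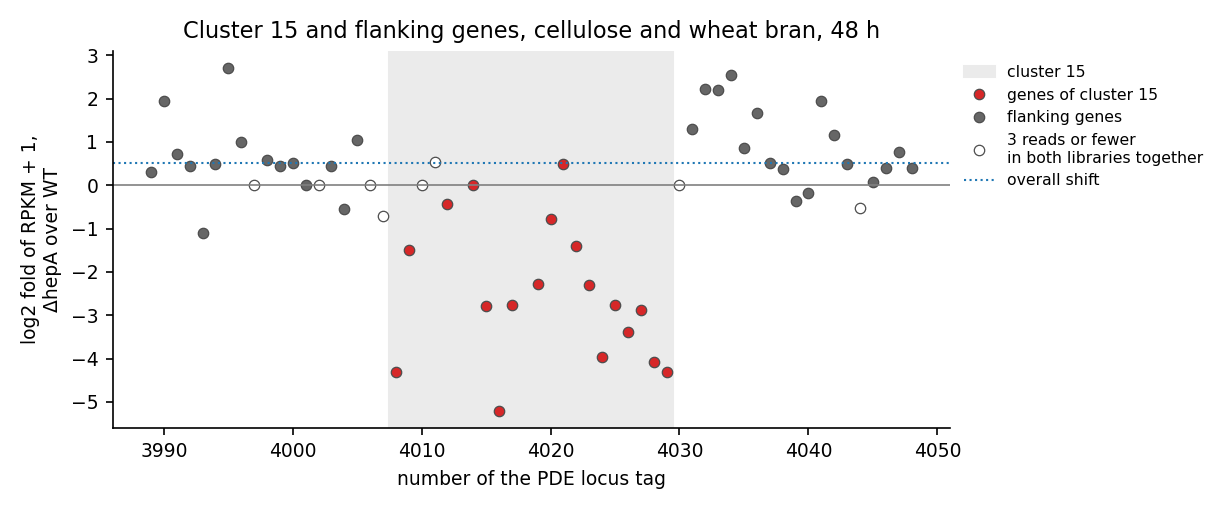
Log2 folds (ΔhepA over WT) of the measured genes of cluster 15 on cellulose and wheat bran, in locus order.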

**Table 1:** List of downregulated genes (≥twofold, FDR < 0.05) in Δ*hepA* compared with WT with significantly enriched GO terms (GO category: molecular function)

GO-ID	Term	Gene ID (locus_tag)	Description of putative *P. oxalicum* ORF
GO:0030246	Carbohydrate binding	*PDE_01201*	*Alpha-amylase Amy13A*
		PDE_01302	Endoglucanase E
		PDE_01959	Alpha-mannosidase
		PDE_02102	Swollenin
		PDE_02648	Alpha 1,3-glucosidase
		*PDE_07945*	*Exoglucanase/cellobiohydrolyase Cel7A/CBHI*
		PDE_09279	Glycosyl hydrolase family 43 protein
		*PDE_09417*	*Glucoamylase Amy15A*
GO:0004553	Hydrolase activity, hydrolyzing O-glycosyl compounds	*PDE_01201*	*Alpha-amylase Amy13A*
		PDE_01302	Endoglucanase E
		PDE_01959	Alpha-mannosidase
		PDE_02004	Endo-1,6-beta-d-glucanase
		PDE_02102	Swollenin
		PDE_02648	Alpha 1,3-glucosidase
		*PDE_02736*	*Beta-glucosidase Cel3A/BGL1*
		PDE_04393	Amidohydrolase
		*PDE_07945*	*Exoglucanase/cellobiohydrolyase Cel7A/CBHI*
		PDE_09279	Glycosyl hydrolase family 43 protein
		*PDE_09417*	*Glucoamylase Amy15A*

The genes in italics indicate the genes among the top 10 extracellular glycoside hydrolase encoding genes

### Overexpression of *hepA* activated cellulolytic enzyme synthesis remarkably

We doubted the ability of the *hepA* overexpression to activate the cellulase synthesis because the prominent extracellular cellulolytic enzyme gene expression was downregulated in Δ*hepA*, and HP1 has consistently been reported with dose-dependent effect on gene expression [34]. Two overexpression strains (OE*hepA*-1 and OE*hepA*-2, *hepA* overexpressed under *gpdA* strong constitutive promoter), which were selected randomly, indicated clearer hydrolysis halos than that of WT (Fig. 4a) when the strains were grown on VMM + starch or VMM + cellulose agar, suggesting higher amylase or cellulolytic enzyme activity in OE*hepA*.

**Fig. 4:**
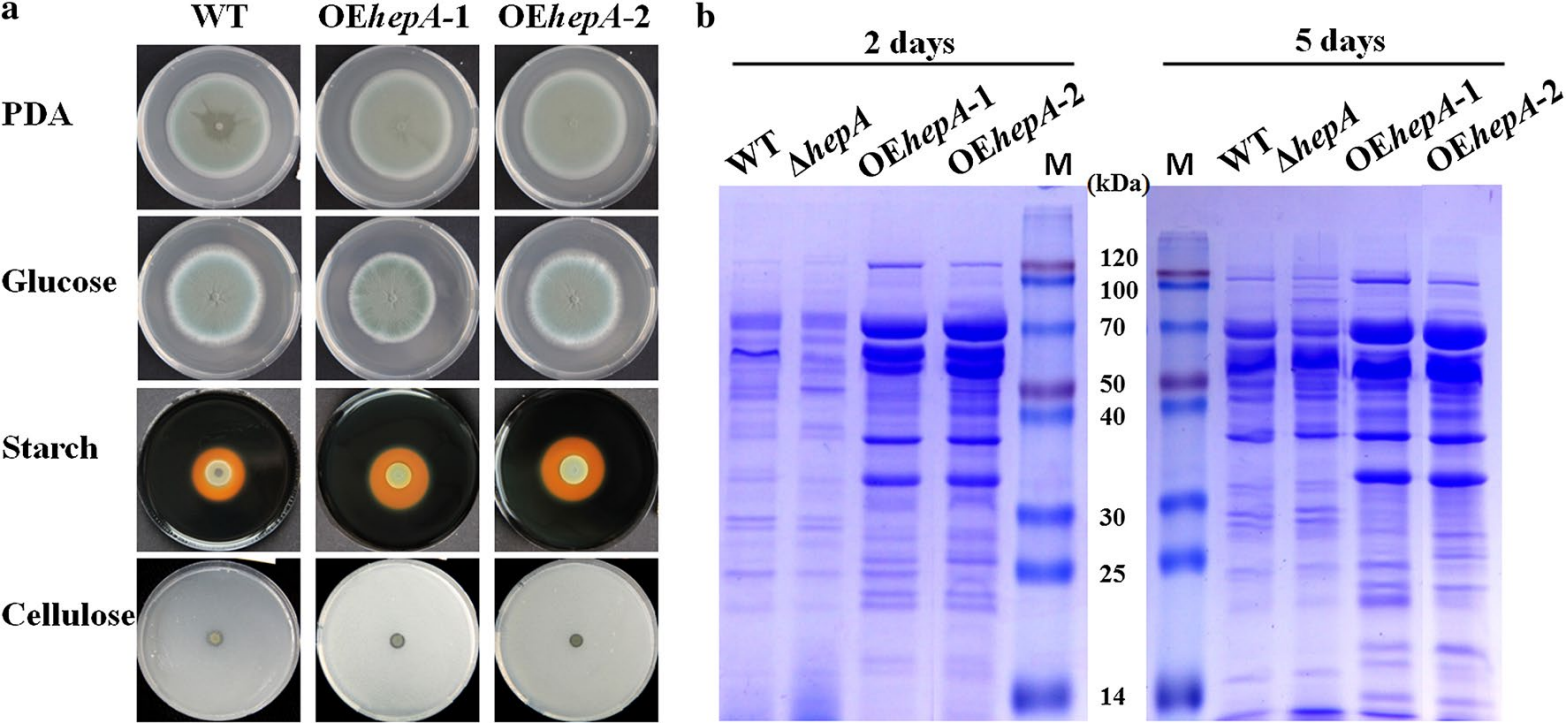
Colony morphology and SDS-PAGE analysis of WT and *hepA* overexpression (OE*hepA*) strains. **a** Colony morphology of 5-day-old cultures for WT and two *hepA* overexpression strains on PDA or VMM with 2 % glucose, 2 % starch, and 2 % cellulose at 30 °C. The 1 μL conidia solution of WT or OE*hepA* was dropped onto the agar at a density of 10^6^ conidia mL^−1^. **b** SDS-PAGE analysis of extracellular protein for WT, Δ*hepA*, and OE*hepA*

Pure cellulose was used as the sole carbon source for the agar. We cultivated the WT, Δ*hepA*, and OE*hepA* in a submerged medium with wheat bran and cellulose because complex carbon sources from plant materials are more efficient than pure cellulose in promoting the expression of cellulolytic enzyme. The supernatants from the WT and mutants were profiled by SDS–PAGE (Fig. 4b). Equal volumes of supernatants were loaded. Significantly fainter protein bands were detected in Δ*hepA* than in WT, whereas darker protein bands were detected in OE*hepA*, especially in the range of 40–116 kDa, which is an area for the aggregation of glycoside hydrolases in particular. Most prominent glucoamylases, cellobiohydrolases, endoglucanases, and β-glucosidases were located in the area according to previous reports [33].

Then, the levels of FPA (filter paper activity, representing overall cellulase activity), CMCase activity (representing endoglucanase activity), pNPC activity (representing cellobiohydrolyase activity), and pNPG activity (representing extracellular β-glucosidase activity) were assayed (Fig. 5). In the absence of HepA, FPA, CMCase, pNPC, and pNPG activities of Δ*hepA* decreased compared with that of the WT. On the fourth day, FPA, CMCase, pNPC, and pNPG of Δ*hepA* were 65.6, 77.3, 91.8, and 70.1 %, respectively. In contrast, both *hepA* overexpression strains (OE*hepA*-1 and OE*hepA*-2) showed significantly increased FPA, CMCase, pNPC, and pNPG activities compared with WT. For example, the FPA, CMCase, pNPC, and pNPG activities of OE*hepA*-1 on the fourth day were 2.5-, 2.9-, 2.2-, and 11.9-fold that of the WT, respectively. The introduction of a WT copy of *hepA* (R*PolaeA*) restored the cellulolytic enzyme synthesis defects of the Δ*hepA* mutant (Additional file 4: Fig. S3).

**Fig. 5:**
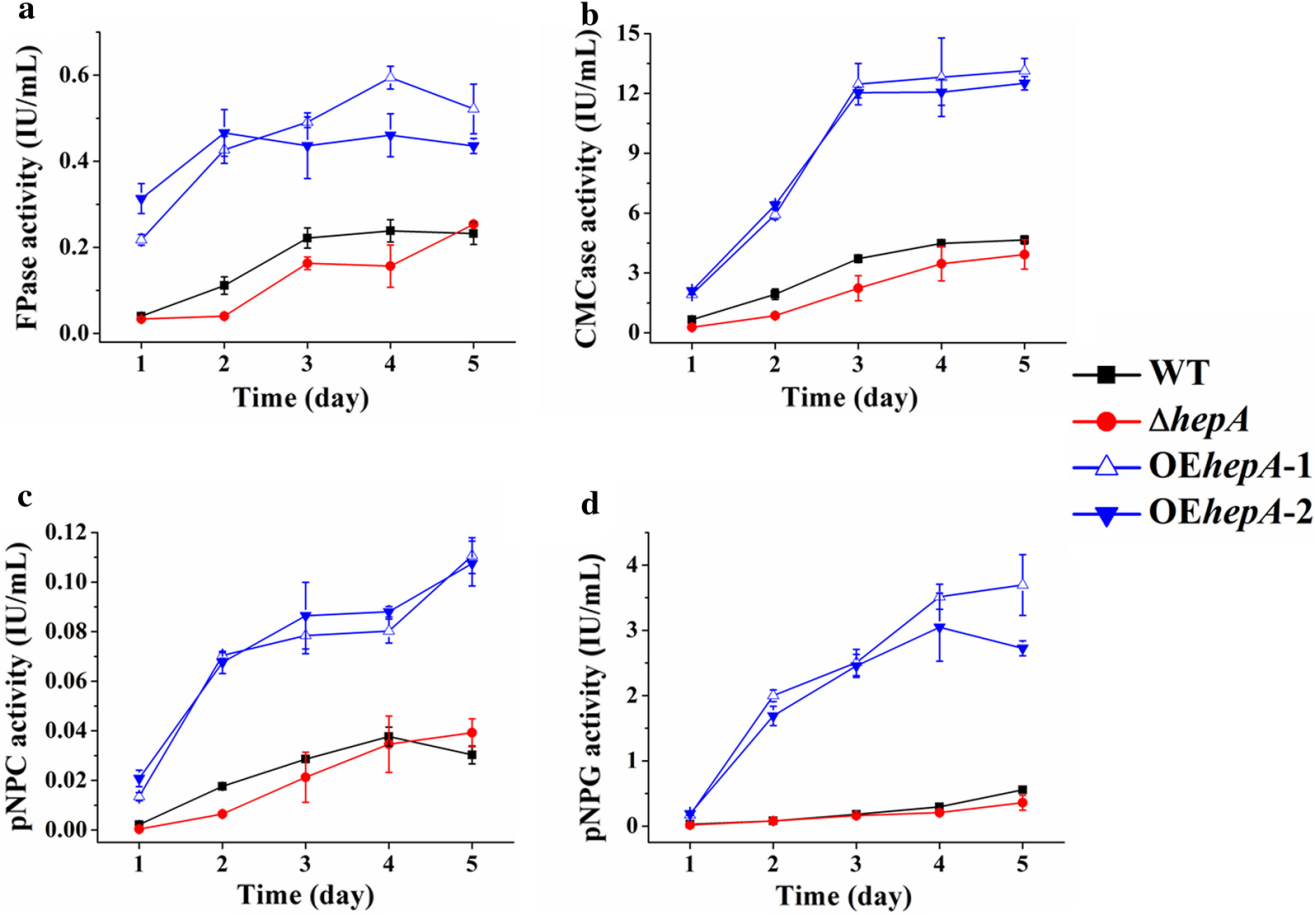
Cellulolytic activity assay of WT and various mutants. The strains were cultivated in liquid VMM supplemented with 1 % wheat bran and 1 % microcrystalline cellulose as carbon resources to induce cellulolytic enzyme gene expression. The strains were cultivated at 30 °C for 5 days. **a** Filter paper activity (FPA) represents the overall cellulase activity and combined activities of both endo- and exo-type cellulases. **b** CMcase activity represents the activity of endo-type cellulases. **c** p-nitrophenol-d-cellobioside (pNPC) activity represents the activity of exo-type cellulases. **d** p-nitrophenyl-d-glucopyranoside (pNPG) activity represents the activity of β-glucosidase. The values show the mean of three biological replicates, and the *error bar* indicates the standard deviation

Were the changes in cellulolytic enzyme synthesis in the mutants caused by their different biomass levels? Performing an assay of the mycelia biomass according to the dry cell weight can be difficult, because wheat bran and cellulose were added in the fermentation medium as inducer and unconsumed wheat bran and cellulose interfered with the results. Thus, total intracellular protein concentration was determined to indicate the biomass. Except for some differences at the early state of cultivation (4 h), identical intracellular protein concentrations were observed in WT, Δ*hepA*, OE*hepA*, R*PohepA*, and R*AnhepA* after 24 h of cultivation, indicating that the reduced cellulolytic activities in Δ*hepA* or increased cellulolytic enzyme activities in OE*hepA* were not correlated with the biomass level (Additional file 5: Fig. S4).

### Cellulolytic enzyme gene expression and chromatin structures are regulated by the HepA

A quantitative PCR was carried out to compare the transcription patterns of the cellulase genes, including the prominent cellobiohydrolase gene *cel7A*/*cbh1* and endoglucanase gene *cel7B*/*eg1* (Fig. 6). The transcript levels of *cel7A*/*cbh1* and *cel7B*/*eg1* in both *hepA* overexpression strains obviously and significantly increased. For OE*hepA*-1, the transcript level of *cel7A*/*cbh1* increased by 3.8- and 6.5-folds at 24 and 48 h compared with the WT, respectively (Fig. 6a). The transcript level of *cel7B*/*eg1* increased by 51.3- and 11.0-folds at 24 and 48 h compared with the WT, respectively (Fig. 6b). The results suggested that overexpression of *hepA* significantly activated the cellulolytic enzyme gene expression.

**Fig. 6:**
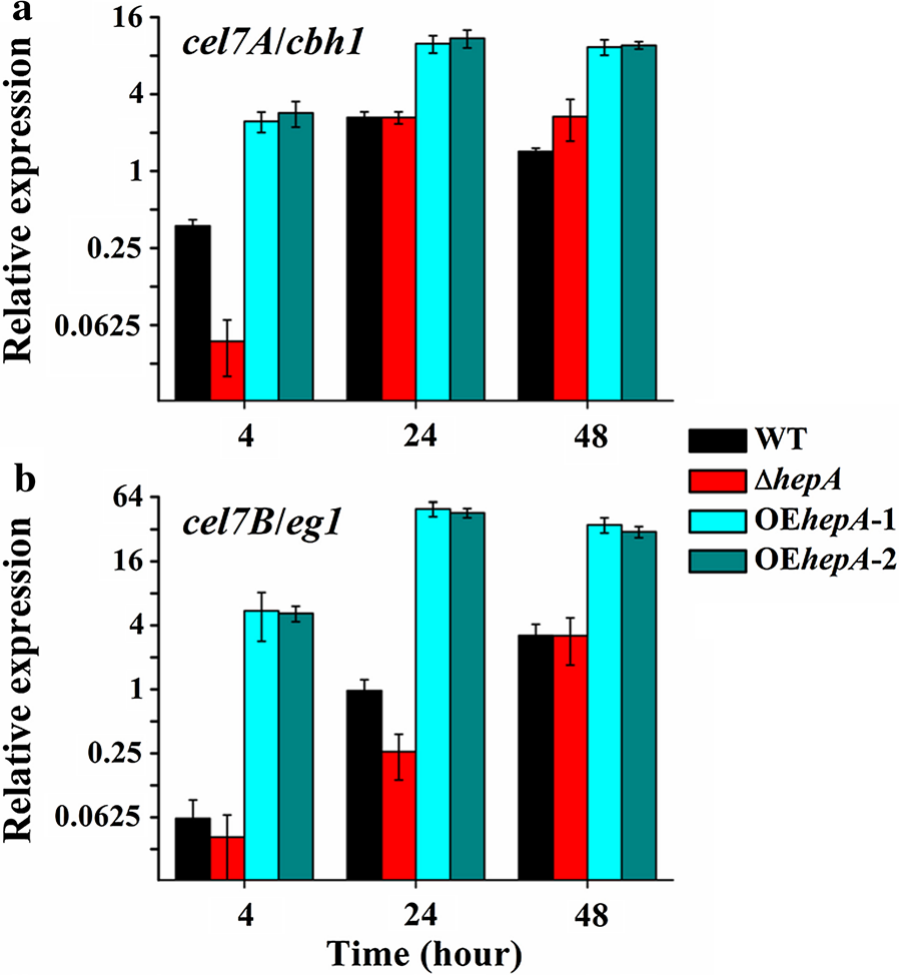
Expression levels of prominent cellulolytic enzyme genes determined using real-time quantitative PCR (qPCR). **a** Cellobiohydrolase gene *cel7A*/*chb1*. **b** Endoglucanase gene *cel7B*/*eg1*

Transcriptional activation in eukaryotes is often accompanied by alterations in the chromatin structure at specific regulatory sites. We used CHART-PCR analysis to better comprehend the contribution of HepA to the changes in chromatin packing, especially the chromatin status of the core promoter and upstream region of cellulolytic enzyme gene. We first analyzed the upstream sequence and core promoters for *cel7A*/*cbh1* and *cel7B*/*eg1*. Eukaryotic core promoter refers to the minimal set of sequence elements required for accurate transcription initiation by the Pol II machinery. The initiator element (Inr) is the most common element found in combination with both TATA element (or box) and downstream promoter element (DPE) [35]. The Inr (CCATTCC) and TATA box (TATATAA) were found in the *cel7A* Pol II core promoter region (Fig. 7a), fitting with the consensus sequence of Inr (C/T)_2_AN(T/A)(C/T)_2_ and TATA box TATA(A/T)A(A/T). The Inr (CTAGACA) and TATA element (TATAAGT) were found in the *cel7B* Pol II core promoter region (Fig. 7b), with base variation (indicated by the asterisk) compared with the consensus sequence of Inr and TATA box. Both *cel7A* and *cel7B* bore the putative CreA-binding sites “5′-GGC(T/A)_3_-3′” [8] and putative XlnR-binding sites “5′-SYGGRG-3′” [36]. DPE elements were not found in both *cel7A* and *cel7B*. Three regions were designed for the CHART-PCR of *cel7A*/*cbh1* and *cel7B*/*eg1*. In the *cel7A*/*cbh1* upstream region, region 1 (+5 to −142), region 2 (−143 to −303), and region 3 (−330 to −470), were designed, respectively. In the *cel7B*/*eg1* upstream region, region 1 (+35 to −138), region 2 (−164 to −341), and region 3 (−369 to −539), were designed, respectively. Region 1 covered the core promoters region; Regions 2 and 3 were upstream the core promoters, which were considered for transcriptional regulatory protein (i.e., activator XlnR or repressor CreA) binding (Fig. 7a, b).

**Fig. 7:**
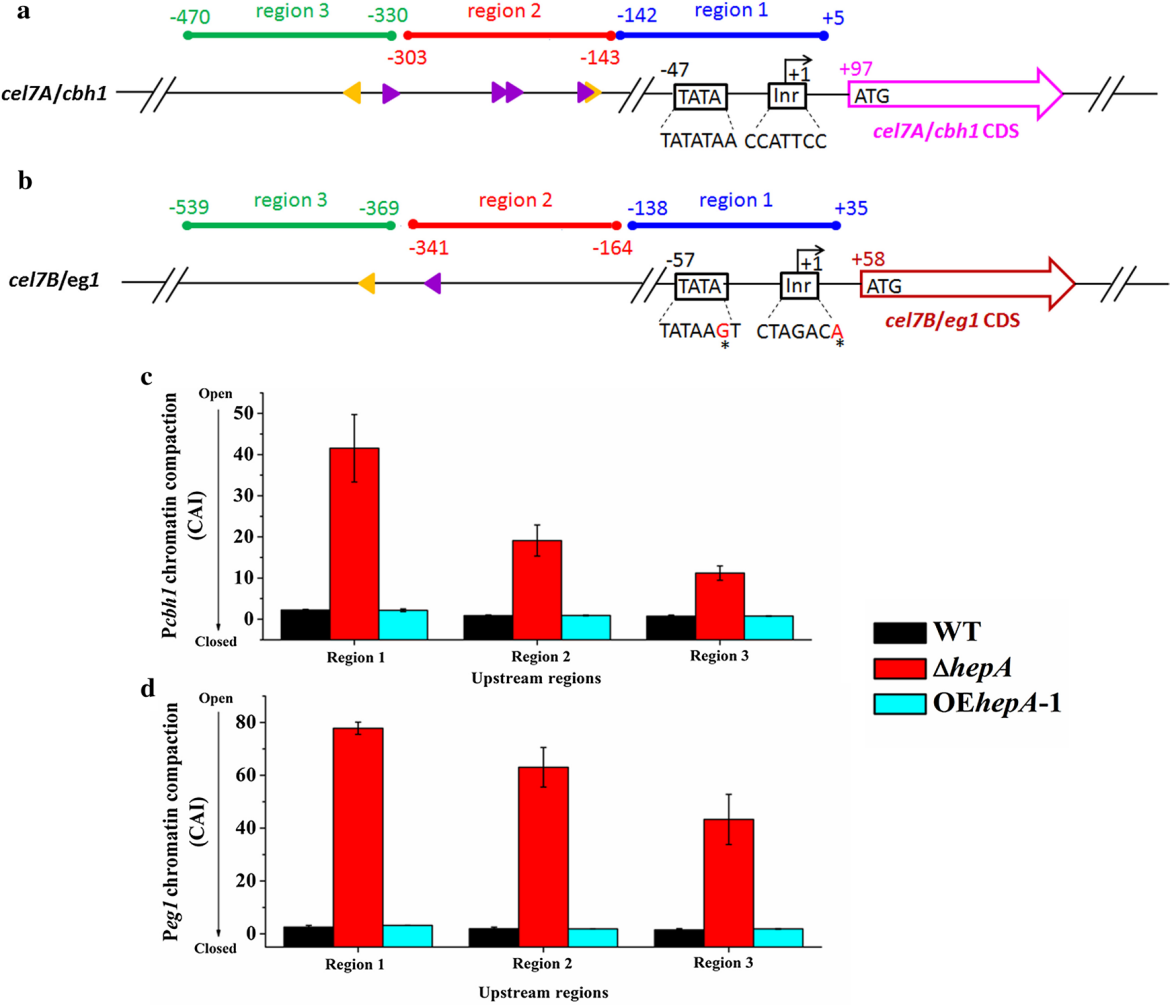
Strategy and results of CHART-PCR. **a**, **b** Overview on the upstream sequence and core promoters of *cel7A*/*chb1* and *cel7B*/*eg1*. The transcription start site is designated as +1. The initiator (Inr) and TATA elements (or box) were illustrated. The three chromatin regions investigated by CHART-PCR are indicated by *blue*, *red*, and *green bars*, respectively. For *cel7A*/*chb1*, region 1 covers from +5 to −142; region 2 covers from −143 to −303; region 3 covers from −330 to −470. For *cel7B*/*eg1*, region 1 covers from +35 to −138; region 2 covers from −164 to −341; region 3 covers from −369 to −539. The putative DNA-binding sites of CreA and XlnR are indicated by *orange* and *purple triangles*, respectively. The orientation of the *triangle* represents the orientation of the bind motif. Inr, initiator element; TATA, TATAbox. **c** CHART analysis of *cel7A*/*chb1*. **d** CHART analysis of *cel7B*/*eg1*. All values are means from measurements in triplicates and three biological experiments. The *error bars* indicate standard deviations

Next, we analyzed the chromatin status change mediated by HepA. In the Δ*hepA* mutant, the chromatin of all three tested upstream regions opened specifically in the cases of *cel7A*/*cbh1* and *cel7B*/*eg1*. The chromatin accessibility index increased remarkably (Fig. 7c, d). The results suggested that HepA was required for chromatin condensation, but this action was not essential for the repression of transcription because the opening of chromatin in the absence of HepA did not occur with the increase of gene expression (Fig. 6). Meanwhile, transcripts can even be detected at high levels in the *hepA* overexpression strain although the chromatin status of OE*hepA* was identical with that of WT. Chromatin closing or opening alone does not repress or activate gene expression. Among the three target regions for either *cel7A*/*cbh1* or *cel7B*/*eg1* in the Δ*hepA* mutant, region 1 showed the most relaxed chromatin status. The farther the regions were from the core promoters, the lower the opening degree of chromatin. Considering that region 1 covered the core promoter region, the result was expected because the disruption of the chromatin structure from the core promoter region or the proximal promoter region of a gene is a prerequisite to transcription initiation and elongation [37].

### Overexpression of *hepA* improved cellulase activity in the industrial strain RE-10

*P. oxalicum* has been used in the industrial production of cellulase. We overexpressed the *hepA* gene in the industrial strain RE-10 to enhance the cellulolytic enzyme synthesis of the *P. oxalicum* further. RE-10, with an improved 20-fold filter paper activity compared to *P. oxalicum* WT 114-2, included three genetic modifications: deletion of transcription repressor CreA, overexpression of transcription activator ClrB, and deletion intracellular β-glucosidase Bgl2 [26]. The overexpression of *hepA* can improve cellulase activity in the industrial strain RE-10. Both overexpression strains (RE-10::OE*hepA*-1 and RE-10::OE*hepA*-2), which were selected randomly, showed improved cellulase activity than RE-10. After 5 days of cultivation, the filter paper activities of RE-10::OE*hepA*-1 and RE-10::OE*hepA*-2 were 5.34 and 5.83 IU/mL, which increased by 20.8 and 31.9 % compared with that of RE-10, respectively (Fig. 8).

**Fig. 8:**
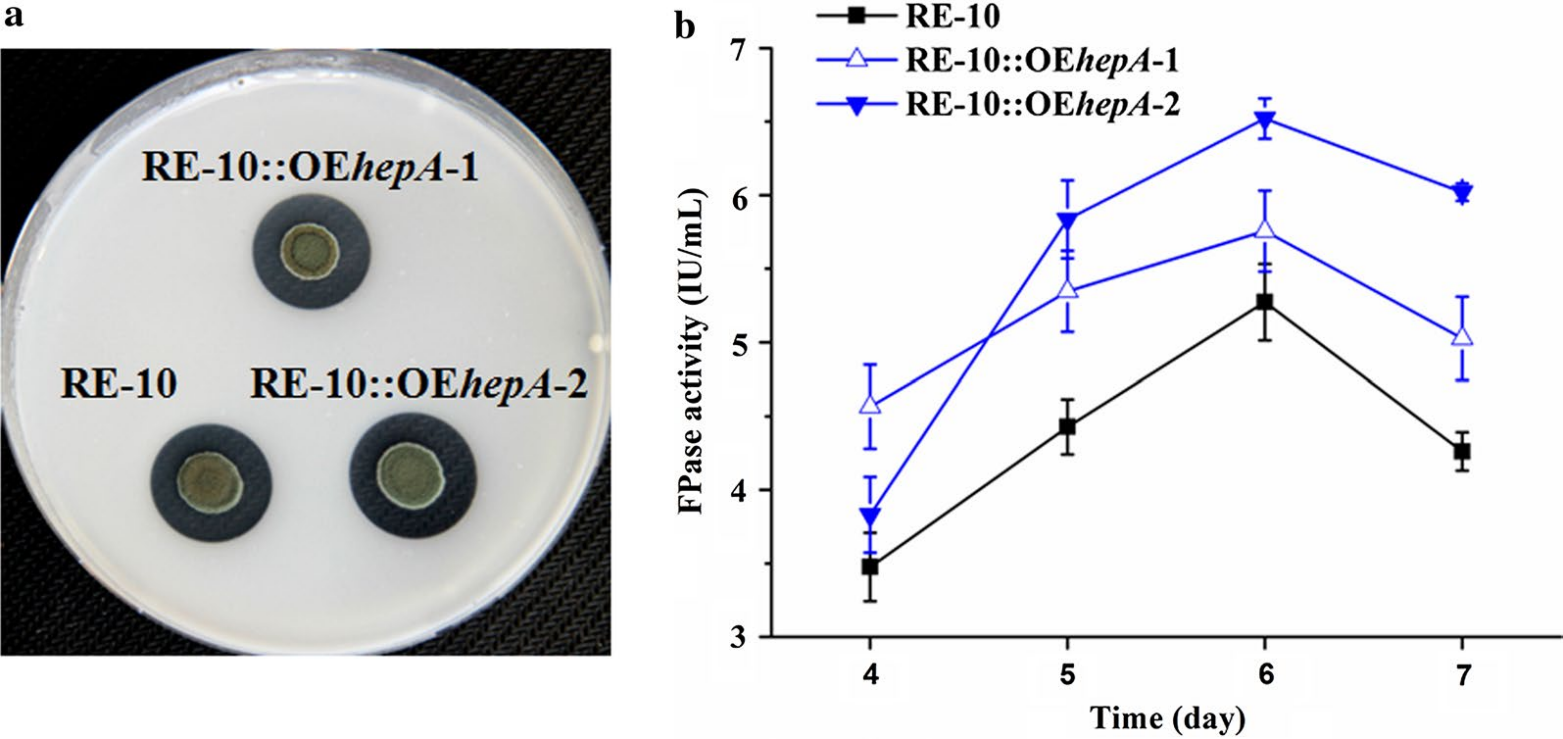
Cellulolytic activity assay of RE-10 and *hepA* overexpression strain in RE-10. **a** Colony morphology of 5-day-old cultures for RE-10 and two *hepA* overexpression strains (RE-10::OE*hepA*-1 and RE-10::OE*hepA*-2) on VMM with 2 % cellulose at 30 °C. **b** FPA of WT, RE-10::OE*hepA*-1, and RE-10::OE*hepA*-2

Considering that transcription repressor CreA [5], transcription activator ClrB [38], and intracellular β-glucosidase Bgl2 [39] are target modification genes in RE-10, and thus far the most important regulators reported in *P. oxalicum*, their expression patterns were determined in WT, *hepA* deletion strain (Δ*hepA*), *hepA* overexpression strain (OE*hepA*), RE-10, and *hepA* overexpression in RE-10 strain (RE-10::OE*hepA)* (Fig. 9). All three genes were upregulated remarkably in Δ*hepA*; the *creA*, *clrB*, and *bgl2* expressions in Δ*hepA* were 3.5-, 4.0-, and 6.1-folds at 24 h, respectively. However, no difference of the *creA*, *clrB*, or *bgl2* expression was observed between WT and OE*hepA*, and no difference of the *clrB* expression was observed between RE-10 and RE-10::OE*hepA*.

**Fig. 9:**
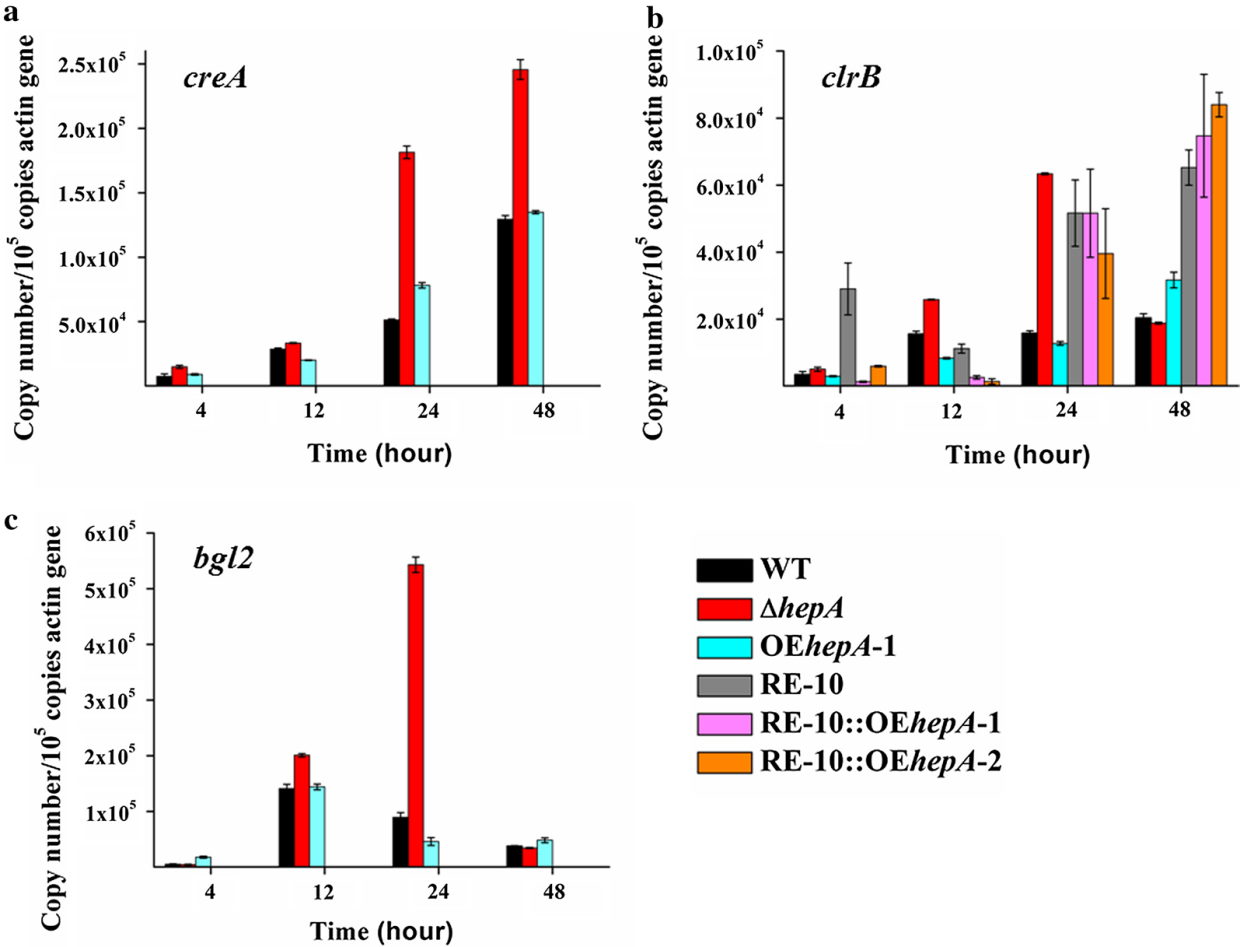
Expression levels of the *creA*, *clrB*, and *bgl2* in WT and different mutants determined using qPCR. **a** *creA*, **b** *clrB*, and **c** *bgl2*. There is no data for *creA* and *bgl2* expression in RE-10, RE-10::OE*hepA*-1, or RE-10::OE*hepA*-2, as both *creA* and *bgl2* were deleted in RE-10

## Discussion

According to our initial speculation, HepA might be a negative regulator for cellulolytic enzyme gene expression, as HP1 binding have always been implicated in heterochromatin formation and gene repression, whereas its loss leads to derepression of gene expression [20]. Therefore, we observed rather surprisingly that HepA is actually a positive regulator for the cellulolytic enzyme gene expression because the deletion of *hepA* showed the repression of cellulolytic enzyme gene expression, whereas the overexpression of *hepA* indicated an obvious activation of cellulolytic enzyme gene expression.

Indeed, in addition to the prominent roles of HP1 in gene repression, increasing evidence supports the view that HP1 proteins play a positive role in transcription. HP1 is not only required for the proper expression of genes that reside within the heterochromatin, but is also required for the expression of several euchromatic genes [40]. For example, many genes, such as *cdc2*, located in euchromatin are downregulated in the HP1 mutant *Drosophila* [41]. Reduced HP1 dosage leads to lower level of heat shock gene mRNA, whereas HP1 overexpression leads to increased *hsp70* mRNA [42]. However, no report has been made on the positive roles of HP1 in filamentous fungi. The involvement of *N. crassa* Hpo in heterochromatin formation, DNA methylation, and gene silencing has been reported [43]. The deletion of *hepA* in *A. nidulans* upregulated the SM gene expression; HepA occupancy at the ST cluster decreased during the transcriptional activation [22] and was required for transgene silencing [44]. Our results also showed that the vast majority (95.0 %) of genes that exhibited significant differences between Δ*hepA* and WT were upregulated in Δ*hepA* compared with those in WT (Fig. 3), suggesting that HepA played a main negative role in transcription. The positive regulation of the cellulolytic enzyme gene expression by HepA was an unexpected finding.

Although numerous studies have been conducted to elucidate the mechanism of the transcriptional regulation of cellulolytic enzyme genes by transcription regulatory proteins, few studies have been conducted to investigate the effect of chromatin status on their expressions. In the generally accepted model, transcriptionally repressed chromatin is condensed and transcriptionally active chromatin is decondensed. For example, in *T. reesei* strain bearing a *xyr1* deletion, the sophorose-mediated inductions of the two prominent cellulase-encoding genes *cbh1* and *cbh2* expressions are lost and the degrees of chromatin opening are strongly reduced [24]. CreI was also reported to play an essential role in correct nucleosome positioning within the main cellulase gene *cbh1* promoter [45].

The interaction between HP1 and chromatin was speculated to be static; HP1 acted as “molecular glue” locking nucleosomes together tightly, triggering a repressive chromatin structure once it is targeted to specific promoters, thereby blocking the access of the transcription machinery or activators to the gene [46]. However, our results on the prominent cellulase gene *cbh1* and *eg1* expressions and the results of CHART-PCR did not fit the classical view of chromatin structures and gene expression. In particular, we found that the deletion of *hepA* led to highly opened chromatin, without increase for cellulolytic enzyme gene expression. The overexpression of *hepA* led to the active cellulolytic enzyme gene but without chromatin structure modification. These results suggest that chromatin condensation or decondensation in the promoter region alone does not repress or activate gene expression. The opening of chromatin was not always positively correlated with gene expression, but showed considerable variety in different genes and cultures. In *T. reesei* QM6a-CreI_96_ (a truncated CreI having left a sequence that would only encode for one of the two zinc finger regions of CreI, 96 aa long), the *cbh1* and *cbh2* gene expressions increased with simultaneous opening of chromatin during the strain on d-Glucose. No direct correlation between gene expression and chromatin accessibility was observed in the QM6a-ΔCreI strain, and no correlation of gene expression was observed in either QM6a-CreI_96_ or QM6a-ΔCreI with the simultaneous opening of chromatin in the strains during sophorose induction [47]. Some studies have shown that the repression or silencing of genes is not caused by the physical inaccessibility of condensed chromatin domains to transcription factors; compact chromatin domains are readily accessible to large macromolecules, such as protein and dextrans [48]. The silent chromatin in *S. pombe* also exhibits high MNaseI sensitivity [49]; chromatin condensation is independent of HP1 homologue Swi6, although most gene silencing disappear at the subtelomeric region in the Δ*swi6* mutant [50]. Interestingly, GO analysis showed downregulation of extracellular cellulolytic enzyme genes, along with upregulation of genes involved in protein synthesis and downregulation of one secondary metabolic gene cluster. The research by Arvas showed that *T. reesei* genes involved in major biosynthetic activities such as protein synthesis and energy-related genes, were negatively correlated with extracellular specific protein production rate (SPPR), while genes of secondary metabolism were positively correlated with SPPR [51]. So, the decreased cellulase activity in Δ*hep*A might be along with possible derepression of translation machinery the same as described by Arvas et al.

Although the overexpression of *hepA* in WT could lead to two to threefold improvement of PFA, the overexpression of *hepA* in the industry strain RE-10 only brought 20–30 % improvement of PFA. RE-10 is a genetic modification strain bearing the deletion of transcription repressor CreA, overexpression of transcription activator ClrB, and deletion of intracellular β-glucosidase Bgl2 [26]. Although CreA/Cre1 and ClrB/Clr2 are prominent for their functions in cellulolytic enzyme gene expression regulation [6, 7], their regulons are not limited to cellulolytic enzyme genes. *T. reesei* Cre1 plays a major role in the regulation of 250 genes, including cellulolytic enzyme genes and genes linked to transcription regulation (e.g., the helicase SNF2 involved in chromatin remodeling and the transcriptional regulator MedA involved in sporulation) [13]. *P. oxalicum* CreA and ClrB were reported to be involved in the regulation of at least 1100 and 220 genes, respectively. Furthermore, the simultaneous overexpression of ClrB and lack of CreA caused stronger synergistic effect on gene expression, affecting more than 2000 genes [38], including 429 genes, which were also detected in the regulon of *hepA* deletion strain (data not shown). These genes not only included cellulolytic enzyme gene, but also some transcription factors encoding genes, such as the *brlA* (PDE_00087) involved in both sporulation and cellulase formation [52], and Rho GTPase encoding gene *rhoC1* (PDE_03690) involved in G-protein-mediated signal transduction and associated with hemicellulose degradation [53, 54]. 

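On cellulose and wheat bran, brlA, for the zinc finger factor that starts conidiophore development, rose in ΔhepA from 138 to 660 reads, a log2 fold of 1.45 (1.20 to 1.74). The developmental regulator flbD (PDE_03008), which acts upstream of brlA in related fungi, rose at 1.39, and was added after its value was seen. Relative to the overall shift, brlA stood at 0.93 and flbD at 0.88.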

Some genes, which are attributed to the improvement of cellulolytic enzyme gene expression regulated in OE*hepA*, overlapped with the genes regulated in RE-10. This overlapping might be the reason the overexpression of *hepA* in RE-10 did not lead to so significant improvement like that of the overexpression of *hepA* in WT.

HepA is obviously involved in cellulolytic enzyme gene expression, and HepA could be a promising target for genetic modification to improve cellulolytic enzyme synthesis. However, the mechanisms of HepA-mediated cellulolytic enzyme gene activation are not fully understood. No difference of the *creA*, *clrB*, or *bgl2* expression was observed between WT and OE*hepA*, suggesting that the activation of the cellulolytic enzyme gene expression in the *hepA* overexpression strain was not attributed to the above three regulators. In *A. nidulans*, HepA and histone methyltransferase Clr4 form protein complex involving in gene repression [22]. Interestingly, in the screen for *P. oxalicum* LaeA (a putative histone methyltransferase) interaction protein in yeast two-hybrid library, HepA was one of the screened proteins that interacted with LaeA (self-communication, data unpublished). LaeA, as a positive regulator of cellulolytic enzyme gene [23], can prevent HepA binding and the formation of repressive chromatin [22]. LaeA’s partner VeA is also involved in cellulase gene expression [55]. Whether HepA can interact with LaeA (just like Clr4) and form the complex in vivo? Therefore, additional genetic analysis of the integration of HepA and LaeA, and additional biochemical analysis of HepA-containing complexes could provide insights into its role in cellulolytic enzyme gene activation.

## Conclusions

The results obtained in this study indicate that HepA is required for chromatin condensation of prominent cellulase genes. However, the opening of chromatin mediated by the deletion of *hepA* was not positively correlated with cellulase gene activation. The activation of cellulase gene caused by *hepA* overexpression did not go along with the chromatin status modification. The results suggested that chromatin condensation or decondensation alone in the promoter region does not repress or activate gene expression. HepA is a positive regulator for cellulolytic enzyme gene expression and could be a promising target for genetic modification to improve cellulolytic enzyme synthesis.

## Methods

### Fungal strains, mediums, and culture conditions

*Penicillium oxalicum* WT 114-2 (CGMCC 5302), RE-10 [26], and mutants were cultivated on wheat bran extract agar slants for 5 days at 30 °C. For phenotypic analysis, we selected the potato dextrose agar (PDA) medium and Vogel’s minimal medium (VMM) added with different carbon resources (2 % glucose, 1 % microcrystalline cellulose, and 1 % soluble starch). A 1 μL conidia suspension was spotted onto the medium and cultivated at 30 °C for 5 days.

### Genetic manipulations

We constructed deletion and overexpression cassettes with double-joint PCR [56]. WT genomic DNA was used as the template of the 5′- and 3′-flanking regions of *hepA* gene (1767 and 1499 bp, respectively) with primer pairs DhepA-UF/DhepA-hph-UR and DhepA-hph-DF/DhepA-DR to construct the *hepA* deletion strain. The marker gene hygromycin B (*hph*) (2425 bp) was amplified from plasmid Psilent1 [57] using primer pairs hph-F/hph-R. The three PCR fragments were fused with fusion PCR. The products were then amplified using nest primer pairs DhepA-NF/DhepA-NR. The PCR products (4826 bp) were transformed into WT to obtain Δ*hepA*. We used primer pairs RhepA-F/RhepA-R to obtain intact *hepA* sequence (open reading frame, 5′-flanking regions including promoter region, and 3′-flanking regions including terminator sequence) 2219 bp and complement the Δ*hepA* mutant with the *P. oxalicum* WT *hepA*. The resistant gene pyrithiamine (*ptrA*) was amplified from plasmid pME2892 [58] using primer ptra-F/ptra-R. The two fragments were fused and amplified using nest primer RhepA-NF/RhepA-NR. The PCR products (4068 bp) were transformed into Δ*hepA* to obtain the complement strain R*PohepA*. We used the primer pairs ANhepA-F/ANhepA-R to obtain intact *hepA* sequence (open reading frame, 5′-flanking regions including promoter region, and 3′-flanking regions including terminator sequence) 2339 bp to complement the Δ*hepA* mutant with the *A*. *nidulans hepA*. The marker gene *ptrA* was also amplified from plasmid pME2892. The two PCR fragments were fused and amplified using nest primer ANhepA-NF/ANhepA-NR. The PCR products (4274 bp) were transformed into Δ*hepA* to obtain complement strain R*AnhepA*. To construct the *hepA* overexpression strain in WT, the primers OEhepA-F/OEhepA-R, gpdA-F/gpdA-R, and hph-F/hph-R were used to obtain *hepA* open reading frame and 3′-flanking regions, including terminator sequence (1346 bp), the *gpdA* (glyceraldehyde-3-phosphate dehydrogenase) promoter (1256 bp), and resistant gene hygromycin B (*hph*) (2425 bp), respectively. The three PCR fragments were fused and amplified using nest PCR primer OEhepA-NF/OEhepA-NR. The PCR products (4595 bp) were transformed directly into *P. oxallicum* 114-2 to obtain OE*hepA*. The promoter region of the gene PDE_02864, which encodes 40S ribosomal protein S8 [38], was amplified with primer pairs DF/DR (1872 bp) to construct the *hepA* overexpression strain in the industry strain *P*. *oxalicum* RE-10. The open reading frame of *hepA* was amplified with primer REhepA-F/REhepA-R. The fragments were fused and amplified using nest primer RE-NF/RE-DR. The PCR products (6482 bp) were transformed into RE-10 to obtain RE-10::OE*hepA*. All primers used are provided in the Additional file 6: Table S2.

The transformations constructed in this study were further confirmed by Southern blot using a DIG Easy Hyb kit (Roche Diagnostics, Germany) based on the manufacturer’s protocol. Genomics DNA was digested with the restriction of endonuclease and separated from 0.75 % agarose gel electrophoresis. The DNA was transferred to the Hybond-N + nylon membranes (Amersham Biosciences/GE Healthcare, USA). Primer DhepA-SF/DhepA-SR, OEhepA-SF/OEhepA-SR, RpohepA-SF/RpohepA-SR, and RanhepA-SF/RanhepA-SR were used to amplify the probe from the *P. oxallicum* 114-2 genomics DNA to verify the *hepA* deletion (Δ*hepA*), *hepA* overexpression (OE*hepA*)*, P. oxalicum hepA* complement (R*PohepA*), and *A. nidulans hepA* complement (R*AnhepA*) strains, respectively. The hybridization DNA sizes in WT and genetic manipulate strains were different. All primers used are provided in the Additional file 6: Table S2. The strategy and results of Southern blot are provided in the Additional file 7: Figure S5.

### Cellulolytic activity assay

For fermentation, VMM added glucose (2 %, w/v) was used for hyphal growth for 22 h at 30 °C. The mycelia were then harvested by vacuum filtration, and 0.3 g of mycelia was transferred into a 50 mL fermentation medium. We used the VMM added with 1 % wheat bran and 1 % microcrystalline cellulose as carbon for the WT, Δ*hepA*, OE*hepA*, R*PohepA*, and R*AnhepA* fermentations. For the RE-10 and RE-10::OE*hepA* strains, we used a high carbon source medium containing 3.6 % wheat bran, 3.6 % avicel, 2.1 % soybean meal, 0.5 % KH_2_PO_4_, and 0.05 % MgSO_4_ for fermentation. The fermented broths were collected by centrifugation to remove the medium. Filter paper activity (FPA), carboxymethyl cellulose activity (CMCase), p-nitrophenol-D-cellobioside activity (pNPCase), and p-nitrophenyl-D-glucopyranoside activity (pNPGase) were measured according to the methods described by Li [38]. Briefly, filter paper Whatman No. 1 (GE, England), CMC-Na (Sigma, USA), p-nitrophenol-D-cellobioside (pNPC) (Sigma, USA), and p-nitrophenyl b-D-glucopyranoside (pNPG) (Sigma, USA) were used as substrates. The enzyme reactions were performed in 0.2 M of NaAc–HAc buffer (pH 4.8) at 50 °C for 60, 30, 30, and 30 min, respectively. The reducing sugar was quantified via the DNS method. The enzyme reactions were performed in the buffer used above. One enzyme activity unit (U) was defined as the amount of enzyme necessary to generate 1 μmol of glucose or pNP per minute. Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) was then conducted. Supernatants (24 μL) were loaded in a 12 % polyacrylamide gel. Coomassie blue G-250 stain reagent was used for staining.

### Transcriptome assay and GO analysis

The culture method was similar to that described in the part of “cellulolytic activity assay.” After 48 h of cultivation, total RNA was extracted from the frozen mycelia after lyophilization using the RNAisoTM reagent (TaKaRa, Dalian, China) and incubated with 10 U DNase I (Takara, Dalian, China) for 30 min at 37 °C to remove genomic DNA. Transcriptome assay based on Illumina sequencing was performed by Realbio (Realbio, Shanghai, China). Sequenced reads were mapped against predicted transcripts from the *P. oxalicum* 114-2 genome using SOAP2 software for short oligonucleotide alignment (http://www.soap.genomics.org.cn/soapaligner.html). Transcript abundance (reads per Kb per million reads, RPKM) [59] genes with significantly different expression levels were identified through a significance test with combined thresholds (FDR ≤ 0.001 and fold change ≥2) [30]. Blast2GO was used for function enrichment analysis of the gene sets with threshold at FDR ≤ 0.05 [31].

### qRT-PCR analysis

The culture method was similar to that described in the part of “cellulolytic activity assay.” After 4, 24, and 48 h of cultivation, the total RNA was extracted using the Trizol reagent (TaKaRa, Japan) and cDNA synthesis was performed using the PrimeScript RT reagent Kit (TaKaRa, Japan). Primers CBH-QF/CBH-QR, EG-QF/EG-QR, creA-QF/creA-QR, clrB-QF/clrB-QR, and bgl2-QF/bgl2-QR were used to amplify *cel7A*/*cbh1*, *cel7B*/*eg1*, *creA*, *clrB*, and *bgl2*, respectively. Quantitative PCR was performed on Roche 480 LightCycler (Roche, Mannheim, Germany) using SYBR Premix Ex Taq™ (TaKaRa, Japan). Three biological replicates and two experiment replicates were required for one sample. Actin gene was used for data normalization. Primers used in the qRT-PCR analysis are listed in the Additional file 6: Table S2.

### Chromatin accessibility real-time PCR (CHART-PCR)

CHART-PCR assay was performed according to the methods described by Mello-de-Sousa [47]. Spores of WT, Δ*hepA* mutant, and OE*hepA* strains were cultivated on wheat bran extract agar slants at 30 °C for 5 days, and washed by 0.9 % NaCl with 0.1 % Tween 20. The spore suspension was transferred into a 1× Vogel’s medium with 2 % glucose as the carbon source for 22 h. The mycelia were harvested by vacuum filtration, and portions (0.3 g) were transferred into a 50 mL medium containing 1× Vogel’s medium with 1 % wheat bran and 1 % microcrystalline cellulose as carbon source. The samples from 24 h after induction were collected and ground in liquid nitrogen. Then, 100 mg of powder was pushed into 1 mL of nuclease digestion buffer (250 mM sucrose, 60 mM KCl, 15 mM NaCl, 0.05 mM CaCl_2_, 3 mM MgCl_2_, 0.5 mM DTT, and 15 mM pH 7.5 Tris–HCl). Subsequently, 10 μL RNase-free DNase I (TaKaRa Biotechnology) was added to 100 μL samples at 37 °C for 5 min. The reaction was stopped by adding 100 μL of termination buffer with 20 mM EDTA and 2 % SDS. The same amounts of phenol–chloroform and chloroform were added for protein extraction. The supernatant was treated with 2 μL 1 mg/mL RNaseA at 37 °C for 15 min. The DNA was precipitated with 0.3 M NaAc and two volumes of ethanol. The DNA was then suspended with 20 μL of double-distilled water. qPCR analysis of the DNase I-treatment samples was performed to measure the relative abundance of target regions. Primers CBH1-F2/CBH1-R2, CBH1-F3/CBH1-R3, and CBH1-F4/CBH1-R4 were used to amplify the *cel7A*/*cbh1* upstream region 1 (+5 to −142), region 2 (−143 to −303), and region 3 (−330 to −470), respectively. Primers EG1-F1/EG1-R1, EG1-F2/EG1-R2, and EG1-F3/EG1-R3 were used to amplify the *cel7B*/*eg1* upstream region 1 (+35 to −138), region 2 (−164 to −341), and region 3 (−369 to −539), respectively. qRT-PCR was performed using SYBR Premix Ex Taq (Perfect Real-time, TaKaRa Biotechnology) with a LightCycler 480 system and software Version 4.0 (Roche, Mannheim, Germany). Each sample was prepared in triplicate. The chromatin accessibility index (CAI) was defined as CAI = 1/Ds/Dc, where Ds is the amount of intact DNA detected for each target region and Dc is the amount of intact DNA detected for the promoter regions of housekeeping gene *sar1*. The amount of intact DNA was calculated by comparing the threshold values of PCR amplification plots with the standard curve generated for each primer set using serial dilutions of genomic, uncut DNA. All primers used are listed in the Additional file 6: Table S2.

## Additional files

10.1186/s13068-016-0624-9 Saturation analysis of digital gene expression profiling for WT and Δ*hepA*. (A) WT. (B) Δ*hepA*.
10.1186/s13068-016-0624-9 List of upregulated genes (≥twofold, FDR < 0.05) in ∆*hepA* compared with WT with significantly enriched GO terms (GO category: molecular function).
10.1186/s13068-016-0624-9 Gene expression analysis of the secondary metabolic gene cluster 15 in Δ*hepA* compared with WT. The copy number of unambiguous transcripts for each gene was normalized to RPKM (reads per kilobases per million reads). PDE_04008, putative HC-toxin efflux carrier; PDE_04009, uncharacterized protein; PDE_04010, uncharacterized protein; PDE_04011, uncharacterized protein; PDE_04012, putative transcription factor sre2; PDE_04013, uncharacterized protein; PDE_04014, uncharacterized ATP-dependent helicase; PDE_04015, isotrichodermin C-15 hydroxylase; PDE_04016, 7-alpha-hydroxycholest-4-en-3-one 12-alpha-hydroxylase; PDE_04017, lovastatin nonaketide synthase; PDE_04018, lovastatin nonaketide synthase; PDE_04019, uncharacterized protein; PDE_04020, zinc-type alcohol dehydrogenase-like protein; PDE_04021, uncharacterized protein; PDE_04022, RNA export protein; PDE_04023, uncharacterized protein; PDE_04024, putative branched-chain-amino-acid aminotransferase; PDE_04025, isotrichodermin C-15 hydroxylase; PDE_04026, uncharacterized protein; PDE_04027, 2,6-dihydropseudooxynicotine hydrolase; PDE_04028, protein TOXD; PDE_04029, uncharacterized protein. *: No transcriptome data.
10.1186/s13068-016-0624-9 Cellulolytic activity assay of WT and the recomplement strains.
10.1186/s13068-016-0624-9 Total intracellular protein concentration assay for WT and vavious mutants.
10.1186/s13068-016-0624-9 Primers used in this study.
10.1186/s13068-016-0624-9 Strategies and results of Southern blot for different mutants. (A) *hepA* deletion strain, Δ*hepA*. (B) *hepA* overexpression strain in WT, OE*hepA*. (C) *P. oxalicum hepA* recomplement strain, R*PohepA*, and *A. nidulans hepA* recomplement strain, R*AnhepA*. (D) *hepA* overexpression strain in RE-10, RE-10::OE*hepA*.

## Abbreviations

WT: wild type
FPA: filter paper activity
SDS–PAGE: sodium dodecyl sulfate polyacrylamide gel electrophoresis
CHART-PCR: chromatin accessibility real-time PCR
CAI: chromatin accessibility index

# Supplementary material for: Expression and chromatin structures of cellulolytic enzyme gene regulated by heterochromatin protein 1
**Source:** Biotechnol Biofuels. 2016 Oct 3;9:206. doi: 10.1186/s13068-016-0624-9
**Supplement:** Supplementary file 2 — 10.1186/s13068-016-0624-9 List of upregulated genes (≥twofold, FDR < 0.05) in ∆hepA compared with WT with significantly enriched GO terms (GO category: molecular function).

**Table S1** List of upregulated genes (≥ twofold, FDR < 0.05) in Δ*hepA* compared with WT with significantly enriched GO terms (GO category: molecular function)

# Supplementary material for: Expression and chromatin structures of cellulolytic enzyme gene regulated by heterochromatin protein 1
**Source:** Biotechnol Biofuels. 2016 Oct 3;9:206. doi: 10.1186/s13068-016-0624-9
**Supplement:** Supplementary file 6 — 10.1186/s13068-016-0624-9 Primers used in this study.

**Table S2** Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

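RNA of *P. oxalicum* wild type (WT) and of the hepA deletion strain (ΔhepA) was sequenced after 48 h on glucose and on cellulose with wheat bran, 1 library for each of the 4 conditions. The passages use the cellulose and wheat bran pair, and the glucose pair appears only in the closing section. Per the submitters' processing notes, bases were called with CASAVA 1.8. The authors mapped the reads with SOAP2 (version not given in the sources used here) to predicted transcripts of the 114-2 genome. The deposited counts are the reads that the authors mapped to a single gene, with a column total for each library. The deposited coverage is a fraction between 0 and 1 for each gene, named in the column header only, and was not used here beyond a check of its range. The deposited RPKM values were made by the authors from those reads, the length of each gene and the library total, and recomputing them from the reads left a largest relative difference of 0. Of the lengths, 99.97% are multiples of 3, so they were taken as coding lengths. A gene without reads is written as a dash and was read as 0.

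The table holds 9859 genes, of which 9469 are described as hypothetical and 3142 of those carry a KEGG name. Folds are the log2 ratio of RPKM + 1 in ΔhepA over WT, as deposited, with a call at a fold of 2. The read test is an exact binomial test of each gene's reads given the library totals, with Benjamini-Hochberg adjustment over all genes, and calls a gene at a fold of 2 and a false discovery rate of 0.001. Intervals of single genes are exact binomial intervals of the read ratio with no pseudocount, so they need not be centred on the log2 fold. Intervals of list medians come from order statistics. A fold against 0 reads is given as a bound with a floor of 3 counts.

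Genes were named by a rule: those the paper gives a locus tag, the 12 largest rises and falls among described genes with RPKM of at least 10, and the 2 to 4 most expressed members of each list. The paper's tables had been read when that rule was written. PDE_06605, PDE_06607, flbD and a few glucose pigment genes were added after their values were seen. Lists came from the paper (the 10 secreted hydrolases, its table of lowered genes, 7 groups of its supplementary list, cluster 15) and from descriptions (ribosome and translation, plant polymers, transport, secondary metabolism, chromatin, stress, central metabolism). The expressions written for the ribosomal protein lists matched no description, so all lists were also matched on the KEGG names, a change made after the table was seen. Lists for conidia, transposons, and actin and tubulin held fewer than 4 genes and were not tested. Each list median was placed among 10000 random lists matched on mean expression in 20 bins, as description only.

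The alternatives were a pseudocount of 0.1 or 10, filters at RPKM 1 and 5, 4 scalings, a fold of 3 and the read test. The scalings were centring on the median, the trimmed mean of log ratios, the upper quartile, and rescaling without the 20 most abundant genes. These, the comparisons and the first wording of the lists were set before the data were examined. Totals without PDE_06605, equal library totals, thinned libraries and equal depth for the correlation of neighbours were added afterwards.

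The read test was tested on simulated data with the depths of the cellulose and wheat bran libraries. It recovered 62.0%, 68.0%, 80.0% and 92.0% of 50 genes each at log2 changes of 1.5, 2, 3 and 4 in size, and called 0 of 9659 unchanged genes. The exact intervals held the true value for 95.6% of genes. At the glucose depths it recovered 74.0%, 76.0%, 92.0% and 94.0%, also with no false call. The simulated reads varied by counting error only, with no variation between cultures and no overall shift built in. The lack of false calls therefore does not carry over to the real libraries. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene ontology enrichment, quantitative PCR, enzyme activity and chromatin accessibility were not analysed here, since the table holds expression values only. No genome of strain 114-2 was used, so gene order rests on locus tags.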

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

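Some results stand out because they differ between the carbon sources, and others because they lie in libraries or genes that the paper did not analyse. No difference between carbon sources was itself tested, since each condition has 1 library. On glucose, data the paper did not analyse, 1056 genes were at least 2-fold higher in ΔhepA and 1134 at least 2-fold lower. PDE_06605, outside the genes the paper discusses, took 7.73% of the reads in WT and 7.54% in ΔhepA on glucose, and 41.1% and 20.3% on cellulose and wheat bran.

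All tests on the share of rises on cellulose and wheat bran were added after the data were seen, the one at equal library totals before its own result and the others after the result. If reads taken by PDE_06605 made the whole excess of rises, leaving it out should bring the share of rises among calls close to even; it stayed at 75.7% (72.6 to 78.6), which argues against that. By arithmetic, its share of the totals raised the read ratios of other genes by 0.44 in log2, beside an overall shift of 0.52. Without it 39.8% of the rises stayed, and falls went from 81 to 199. How much of the excess it made stays open. Lower totals lower the folds of all expressed genes, so rises near the 2-fold line end whatever the cause. Deeper sequencing of the ΔhepA library as the cause would predict a share close to even at equal totals. Rises went from 1556 to 1449 there and still made up 94.7% of calls (93.5 to 95.8). A random draw keeps the expected fold of each gene, so this argues only against a greater power to call rises at unequal depth. A general rise without HepA, whatever the carbon source, would predict an excess of rises on glucose too. As deposited there was no such excess, with 48.1% of calls (45.8 to 50.4) rises there. With the median centred, 57.0% of genes at least 2-fold apart (54.8 to 59.0) were higher on glucose. On cellulose and wheat bran that share was 62.0% (59.4 to 64.5). Centring removes a shift of all genes, so these 2 shares cannot show a general rise. The question stays open because the direction on glucose depends on the scaling.

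All tests on ribosomal protein genes were added after the data were seen, the one on coding length before its own result and the others after the result. The cytosolic ribosomal protein genes were higher in ΔhepA on cellulose and wheat bran (median 1.20) and lower on glucose (−2.45), a difference that was not tested. Scaling between libraries could make such a contrast, but no scaling brought the glucose median nearer to 0 than −2.31 or the other below 0.66. None of the scalings used thus accounts for it. Their shifts were at most 0.14 on glucose and 0.54 on cellulose and wheat bran in size, so that outcome was largely fixed in advance. A loss of short transcripts would lower other genes of the same coding lengths on glucose, and their median was −0.084, which argues against it. A common decline of ribosome production of that size would lower ribosome biogenesis genes too, and their median on glucose was −0.061 (−0.17 to 0.18), also against it. A smaller decline in the rest of translation stays open, with glucose medians of −0.43 for translation factors, −0.49 for aminoacyl-tRNA synthetases and −0.36 for mitochondrial ribosomal proteins.

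All tests on brlA and its companions were chosen after the result was seen. The regulator genes brlA and flbD and 4 genes named for melanin-type pigment or beside them were lower in ΔhepA on glucose; brlA stood at −6.48 there and at 1.45 on cellulose and wheat bran, a difference that was not tested. Counting error of brlA would leave the interval of its ratio near 0, but its upper end was −6.34, which argues against it. The same reads had made brlA stand out, so this outcome was fixed beforehand, and variation between cultures was not measured. A swap of the glucose libraries would put hepA reads into the library labelled ΔhepA, which held 1 hepA read, against a swap. If HepA were needed for brlA in both media, brlA would be lower on cellulose and wheat bran too, and relative to the overall shift it was 0.93, against that need.

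The remaining results point in opposite directions on the 2 carbon sources, and in none was the difference tested. The paper chose the rRNA binding and structural constituent groups, cel3A, PDE_02004 and PDE_01959 from the cellulose and wheat bran libraries. Their direction there was thus fixed by that choice. Both groups hold ribosomal protein genes, and PDE_02864 is one, so they are not separate from the ribosomal protein result above. The rRNA binding group of the paper's supplementary list had medians of 1.25 on cellulose and wheat bran and −2.39 on glucose. The glucose interval ran from −2.60 to 0.20, and 4 of the 7 genes fell there. Its group of structural constituents of the ribosome had medians of 1.24 and −2.37. The gene of ribosomal protein S8, PDE_02864, stood at 1.35 and −2.62. The chitinase gene chi18A stood at 1.24 and −2.49. The β-glucosidase gene cel3A stood at −1.12 and 1.08. The endo-1,6-β-glucanase gene PDE_02004 stood at −1.70 and 2.79. The α-mannosidase gene PDE_01959 stood at −1.02 and 2.02.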

How the results depend on the processing

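Without replicates, results are compared with their counting or order-statistic intervals, and counts of genes with a factor of 1.5. Each alternative set in advance was run, and the cause of each change below was not tested. No named gene or list median at least 2-fold apart changed sign under any alternative. That was largely fixed in advance, since the largest shift of any scaling was 0.54 in log2 and a pseudocount cannot turn a sign. Among smaller values, the sign changed under at least 1 alternative for 51 of 215 values of named genes (xyn10A among them), 17 of 51 list medians (cellulase and β-glucan genes and hemicellulases on cellulose and wheat bran among them) and 23 of 50 medians of the carbon source effect. Of the counts of genes, 22 moved and 18 held under the alternatives set in advance. The same tally was 115 and 361 for list medians, 1079 and 2040 for named genes, and 129 and 347 for medians of the carbon source effect. All 8 counts of genes detected and all 4 correlations held. Depth limits the genes with few reads most, since each interval widens as reads fall.

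On cellulose and wheat bran, the genes higher and lower in ΔhepA numbered 939 and 53 with a pseudocount of 10, 1503 and 66 with RPKM of at least 5 in every library, and 787 and 60 at a fold of 3. They numbered 893 and 548 after median centring, 980 and 470 with the trimmed mean of log ratios, 1013 and 450 with the upper quartile, and 1046 and 425 without the 20 most abundant genes. Lower genes numbered 307 with a pseudocount of 0.1 and 81 in the read test. In alternatives chosen after the data were seen, higher and lower genes were 1128 and 386 with PDE_06605 out of the totals, 619 higher in the read test done so, and 1449 and 81 in the read test at equal totals, and the median of all genes was 0.14 with PDE_06605 out. On glucose, higher and lower genes were 627 and 585 with a pseudocount of 10, 680 and 659 with RPKM of at least 5, and 585 and 589 at a fold of 3.

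The median of the paper's table of lowered genes on cellulose and wheat bran was −1.73 centred, −1.75 with the trimmed mean, −1.73 with the upper quartile and −1.70 without the 20 most abundant genes. For the groups of its supplementary list, medians follow in the order amino acid binding, amino acid transporters, helicases, oxidoreductases, RNA methyltransferases, rRNA binding and structural constituents of the ribosome. Median centring gave 0.81, 1.05, 1.02, 0.94, 1.02, 0.73 and 0.73. The trimmed mean gave 0.80, 1.05, 1.02, 0.94, 1.02, 0.71 and 0.70. The upper quartile gave 0.82, 1.07, 1.05, 0.96, 1.04, 0.73 and 0.73. Leaving out the 20 most abundant genes gave 0.84, 1.09, 1.07, 0.98, 1.06, 0.76 and 0.75, and leaving out PDE_06605, 0.90, 1.15, 1.13, 1.04, 1.12, 0.82 and 0.81. A pseudocount of 10 gave 1.17, 1.17, 0.96, 0.95 and 0.83 for the first 5 groups and 1.19 for the structural constituents.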

Differences from the paper's values

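Genes at least 2-fold lower in ΔhepA on cellulose and wheat bran numbered 179, against the paper's 83, which also required a false discovery rate below 0.001. Of the alternatives set before the data were examined, the count no longer differed by more than 1.5 times with RPKM of at least 5 in every library (66), at a fold of 3 (60), and in the read test at the paper's thresholds (81). It still differed with a pseudocount of 0.1 (307) or 10 (53), with RPKM of at least 1 in either library (179), after median centring (548), with the trimmed mean of log ratios (470), with the upper quartile (450) and without the 20 most abundant genes (425). The read test at equal library totals, chosen after the totals were seen, also gave 81, of which 74 were called at full depth too.

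Reads assigned to a single gene came to 2.26 M in WT and 3.92 M in ΔhepA on cellulose and wheat bran, against the paper's 10 M or more reads obtained per library. These are different quantities, and no alternative applies to them.

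By quantitative PCR at 48 h, Fig. 6 of the paper, read by eye, shows cel7A higher in ΔhepA than in WT and cel7B level between them, while the libraries give cel7A at −1.28 and cel7B at −0.89. The paper's PCR values were normalised to actin, whose gene was itself higher in ΔhepA as deposited. The folds compared here and in the next sentence are therefore on different scales. For creA, clrB and bgl2 at 48 h, Fig. 9 runs the same way as the libraries, with creA higher (0.91 here) and clrB (−0.14) and bgl2 (−0.33) lower. The paper's text, however, states that all of these genes were raised in ΔhepA and gives folds from an earlier time. The libraries at 48 h do not show that for clrB and bgl2. The paper states that secondary metabolite clusters other than cluster 15 were not regulated, while PDE_09491, named for a naphtho-γ-pyrone polyketide synthase, rose at 1.55. Of the 7 core genes named for polyketide or peptide synthesis, 2 fell, PDE_04017 of cluster 15 and another. Whether PDE_09491 or that other gene lies in one of those clusters is not given in the sources used here. Among the genes in the paper's table of lowered genes, PDE_02648 stood at −0.96, just short of 2-fold with RPKM + 1, and it passed the read test at the paper's thresholds. Of the 182 genes in its supplementary list, 176 were at least 2-fold higher with RPKM + 1, and all 182 in the read test.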

Other observations

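Energy metabolism and stress genes were among those that rose on cellulose and wheat bran, fewer of them with PDE_06605 out of the totals. Of 73 genes for the citric acid cycle and respiration, which release energy from acetyl-CoA, 26 rose, and 8 with PDE_06605 out of the totals, with a median log2 fold of 0.88 as deposited and 0.37 relative to the overall shift. Citrate synthase gene PDE_09135 rose at 1.61 and aconitase gene PDE_08183 at 1.13. Glycolysis genes stayed closer to the shift, with a median of 0.60 and 1 of 17 risen (0 in that recount), and gluconeogenesis and glyoxylate genes had a median of 0.30 as deposited and −0.22 relative to it. Of these last 8 genes, 3 rose and 1 fell, and in the recount 0 rose and 2 fell. The gene that fell was PDE_06062, for methylisocitrate lyase of propionate use, which entered the list through its name. Amino acid permease genes had a median of 0.90 with 7 of 17 risen (5 in the recount). The sugar transporter list, which held only cellodextrin and UDP-sugar transporter genes, had one of 0.38 as deposited and −0.13 relative to the shift, with none of 5 risen. Of 22 genes for chitinases and wall lysis, which recycle the fungal wall, 6 rose at a list median of 0.83, and in the recount 4 rose and 1 fell. Of 17 heat shock and chaperone genes 5 rose, Hsp70 gene PDE_00987 at 1.50, with a median of 0.81, and 3 rose in the recount. Genes for folding in the secretory pathway had a median of 0.09 as deposited and −0.42 relative to the shift, with none of 10 called. Autophagy genes had none of 7 called, with a median of 0.17 as deposited and −0.35 relative to the shift.

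On glucose, loss of hepA was followed by large changes both ways, with 893 genes risen and 962 fallen in the read test, around an overall shift of −0.14. Which direction had more genes at least 2-fold apart depended on the scaling, 1056 higher and 1134 lower as deposited and 1241 and 938 with the median centred. The cutinase gene PDE_07475, for an enzyme that opens plant cutin, fell at −8.90, the oligopeptide transporter gene PDE_06899 at −7.48, the prenyltransferase gene PDE_01066 at −7.40 and the methylisocitrate lyase gene PDE_06062 at −7.32. Scytalone dehydratase gene PDE_09236 and tetrahydroxynaphthalene reductase gene PDE_09239, both named for melanin-type pigment and added after their values were seen, fell at −5.25 and −4.57, and pigment genes were not tested as a group. Among described genes with RPKM of at least 10, rises were led by formate dehydrogenase PDE_01080 (7.10), arabinofuranosidase PDE_07585 (7.01) and nitric oxide dioxygenase PDE_01345 (6.77). Aspergillopepsin gene PDE_07344 and lipase gene PDE_06813, which fell on cellulose and wheat bran, rose on glucose at 6.25 and 5.13. Phosphoenolpyruvate carboxykinase gene PDE_08878, which starts glucose synthesis, rose at 3.34. Cluster 15 had 9 of 20 genes risen and 1 fallen on glucose, at a median of 0.89. Amylase genes had 6 of 13 fallen, and the list of cellulase and β-glucan genes 6 of 32 risen and 4 fallen. Its highest and lowest folds were those of the exo-β-1,3-glucanase genes PDE_00310 (2.24) and PDE_08139 (−3.97).

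The effects of the deletion on the 2 carbon sources hardly ran together, with r at −0.02 (−0.05 to −0.00) over 8441 genes. In the read test, 262 genes rose on both (141 for independent calls), 250 rose on cellulose and wheat bran and fell on glucose (152), 39 did the reverse (7.3) and 19 fell on both (7.9). All of these lay above the expected number, same and opposite directions alike. The expected numbers also count genes with too few reads to be called on either carbon source, so the excesses show neither sharing nor reversal of effects. Against glucose, the 10 secreted hydrolase genes had a median of 5.36 in WT (0.32 to 7.09), with 6 at least 2-fold higher and 1 lower, and of 4.77 in ΔhepA (−0.04 to 6.21), with 8 and 1. No read test was run for that comparison. Cytosolic ribosomal protein genes on cellulose and wheat bran against glucose had a median of −1.07 as deposited in WT, most of it the overall shift of that comparison, since it was −0.15 with the median centred. In ΔhepA it was 2.58, and 2.82 centred. Windows of 8 neighbouring measured genes with a median past 2 in size were joined where they overlapped, so a whole run can have a median under 2. This gave 1 run on cellulose and wheat bran, around cluster 15, and 9 lower and 10 higher runs on glucose. Any of 100 permuted gene orders gave at most 1 and 2 runs of either direction. Only the number of runs was compared. That cannot tell whether permuted orders would give a run as long as the single one, with 22 measured genes. The lower glucose runs included PDE_00787 to PDE_00815 (median −4.78) and PDE_09992 to PDE_10013, with a paspaline synthase gene (−4.54).

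One hypothesis, set after the runs were seen, is that HepA acts on stretches of neighbouring genes more than the carbon source does. On glucose the effects of genes with adjacent locus tags correlated at 0.342 (0.283 to 0.404), above the 0.239 of the carbon source effect in WT by 0.103 (0.029 to 0.178) and the 0.288 of that in ΔhepA by 0.0536 (0.0201 to 0.0878), which fits. On cellulose and wheat bran the correlation was 0.182, with differences of −0.057 (−0.117 to 0.000172) and −0.106 (−0.194 to −0.0106), the second of which argues against it there. Correlations also fall with read depth, so all libraries were drawn down to 1333506 reads outside PDE_06605, a test chosen after the depths were seen. The glucose correlation was then 0.312, with differences of 0.0933 (0.0177 to 0.166) and 0.0514 (0.0164 to 0.0871), and the other 0.164, with differences of −0.0547 (−0.115 to 0.00163) and −0.0966 (−0.181 to −0.0058). Equal depth thus left both readings as they were, but with 1 library per condition other differences between libraries stay untested.

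Another hypothesis, also set after the data were seen, is that a shared set of near-silent genes is kept off by HepA. Of 748 genes below RPKM 1 in both WT libraries, 152 reached 1 in ΔhepA on glucose and 126 on cellulose and wheat bran, and 65 did on both (counting interval 50.2 to 82.8) against 31.4 for independence, which fits. The reverse, genes near silent in both ΔhepA libraries only, also exceeded its expected number, 25 (16.2 to 36.9) against 16.0, so the sharing is not limited to genes that HepA would keep off, and the hypothesis stays open.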
